# In vivo genome-wide profiling reveals a tissue-specific role for 5-formylcytosine

**DOI:** 10.1186/s13059-016-1001-5

**Published:** 2016-06-29

**Authors:** Mario Iurlaro, Gordon R. McInroy, Heather E. Burgess, Wendy Dean, Eun-Ang Raiber, Martin Bachman, Dario Beraldi, Shankar Balasubramanian, Wolf Reik

## Abstract

**Background:**

Genome-wide methylation of cytosine can be modulated in the presence of TET and thymine DNA glycosylase (TDG) enzymes. TET is able to oxidise 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC). TDG can excise the oxidative products 5fC and 5caC, initiating base excision repair. These modified bases are stable and detectable in the genome, suggesting that they could have epigenetic functions in their own right. However, functional investigation of the genome-wide distribution of 5fC has been restricted to cell culture-based systems, while its in vivo profile remains unknown.

**Results:**

Here, we describe the first analysis of the in vivo genome-wide profile of 5fC across a range of tissues from both wild-type and *Tdg*-deficient E11.5 mouse embryos. Changes in the formylation profile of cytosine upon depletion of TDG suggest TET/TDG-mediated active demethylation occurs preferentially at intron-exon boundaries and reveals a major role for TDG in shaping 5fC distribution at CpG islands. Moreover, we find that active enhancer regions specifically exhibit high levels of 5fC, resulting in characteristic tissue-diagnostic patterns, which suggest a role in embryonic development.

**Conclusions:**

The tissue-specific distribution of 5fC can be regulated by the collective contribution of TET-mediated oxidation and excision by TDG. The in vivo profile of 5fC during embryonic development resembles that of embryonic stem cells, sharing key features including enrichment of 5fC in enhancer and intragenic regions. Additionally, by investigating mouse embryo 5fC profiles in a tissue-specific manner, we identify targeted enrichment at active enhancers involved in tissue development.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1001-5) contains supplementary material, which is available to authorized users.

## Background

Active DNA demethylation in mammals can be achieved via iterative oxidation of 5-methylcytosine (5mC) by one or more of the TET enzymes to generate 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC) [1–5]. 5fC and 5caC are recognised and excised by the thymine DNA glycosylase (TDG) enzyme, initiating base excision repair (BER). Alternatively, 5fC may be lost passively during DNA replication [5, 6]. Following the initial identification of 5fC as an oxidative product of 5mC, 5fC has been detected in a variety of tissues and cell systems, albeit at relatively low levels compared to 5mC and 5hmC [4, 7]. Recently we demonstrated that 5fC is not only detectable but also stable in vivo [8], lending credence to a biological role for 5fC beyond that of a demethylation intermediate. Indeed, several proteins have been found to specifically bind 5fC in mouse embryonic stem cells (mESCs) and neural precursor cells (NPCs) with putative roles in transcription, chromatin regulation and DNA repair [9, 10]. The mechanisms by which 5fC affects these processes are not known, but it has recently been proposed that changes in the physical properties of the DNA double-stranded helix may be involved [11].

In the past three years, a number of different methods have been described for the mapping of 5fC in the genome of mESCs. These methods fall broadly into two categories: (1) affinity enrichment methods relying on antibody or chemical pull-downs [12–14]; and (2) base-resolution methods based on modifications to the classical bisulphite sequencing (BS-seq) technique [13, 15–17]. Recently two bisulphite-free base-resolution methods have been described that employ either the change in base-pairing properties (C to T) upon chemical modification [18] or the use of a specific restriction enzyme followed by an enrichment step [19]. Despite the methodological differences between these techniques, a consistent picture of the distribution of 5fC in mESCs is emerging. 5fC is enriched at enhancers, repetitive elements and exons, but how this relates to its distribution in tissues of a whole organism is currently unexplored. Considering the dynamic nature of the modification and its enrichment at regulatory regions, this becomes extremely relevant especially in the context of development, where epigenetic modifications are subject to changes.

Here we present the first in vivo genome-wide profile of 5fC, in tissues of the early mouse embryo. In particular, we describe the distribution of 5fC in the hindbrain, heart, liver and carcass of embryonic day (E) 11.5 wild-type (WT) and *Tdg* null embryos. The use of *Tdg* null embryos enables the identification of sites marked by active demethylation driven by TET/TDG activity in these tissues, highlighting a potential role for 5fC in tissue development and differentiation.

## Results and discussion

### Genomic levels of 5fC are heterogeneous in mid-gestation staged embryos

We quantified genomic levels of 5fC from DNA extracted from whole embryos at various developmental stages between E9.5 and E12.5 by liquid chromatography–mass spectrometry (LC/MS) (Fig. 1a). We found that in mid-gestational embryos, 5fC is present at levels comparable to mouse ES cells, reaching a maximum at E11.5–E12.5. Mice lacking the TDG enzyme show substantially higher levels of 5fC (approximately a sevenfold increase) in accordance with its ability to excise 5fC (Additional file 1: Figure S1A) [6]. As previously reported [20, 21], *Tdg* null mice displayed embryonic lethality after E11.5 with a distinct phenotype characterised by haemorrhaging. We therefore decided to restrict our focus to E11.5 embryos for further analysis. We previously quantified genomic 5fC levels in dissected tissues from WT E11.5 mouse embryos by LC/MS [8]. Quantification of 5fC levels in the corresponding tissues dissected from *Tdg* null (TDG null) embryos (Fig. 1b and Additional file 1: Figure S1B) showed that levels of 5fC in the absence of *Tdg* are heterogeneous. Thus, the highest levels were detected in the carcass and in the hindbrain, where 5fC was approximately twofold higher than the concentration found in the liver, the tissue with the lowest 5fC levels in both WT and *Tdg* null embryos. Notably, this heterogeneity shows no clear correlation with the expression levels of TET and TDG enzymes measured by qPCR in WT tissues (Additional file 1: Figure S1C).

**Fig. 1:**
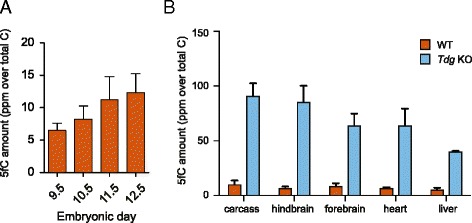
Genomic 5fC is heterogeneous in early embryos. **a** LC/MS quantification of genomic 5fC levels in mid-gestation embryos. Displayed is the average of at least three biological replicates with standard deviation. Results are expressed as ppm (part per million over total of cytosines). **b** LC/MS quantification of genomic 5fC levels in dissected tissues from WT (*brown*) and *Tdg* knockout (*light blue*) E11.5 embryos. Displayed is the average of three biological replicates with standard deviation. Results are expressed as ppm (part per million over total of cytosines)

### Genome-wide profiling of 5fC with a traceless chemical probe

In order to better understand the biological role of 5fC during embryonic development we generated genome-wide profiles for 5fC in dissected tissues from E11.5 WT and *Tdg* null embryos. To this end, we developed an optimised protocol based on a previously reported 5fC-pull-down method [12], additionally employing a cleavable aldehyde-reactive biotinylation probe as previously described [22] (Additional file 1: Figure S2A). The hydroxylamine moiety exploits the unique reactivity of 5fC among the other DNA bases to install a biotin tag, enabling subsequent enrichment with streptavidin coated magnetic beads. The presence of a chemical cleavage site (Additional file 1: Figure S2B) enables removal of the biotin tag following enrichment, which alleviates PCR biases introduced by polymerase stalling at modified sites [22]. This new probe and methodology resulted in substantially increased enrichment efficiencies over 30-fold higher than the previously reported method. Through simultaneously obtaining an enhanced signal/noise ratio and increasing resolution, we were able to perform sensitive and robust profiling of 5fC from relatively small amounts of embryonic-tissue-derived genomic DNA (Additional file 1: Figure S2C). 

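Peaks of 5fC were taken from 20 pull-down libraries made from 12 E11.5 embryos of 6 litters. In the pull-down, 5fC in sonicated genomic DNA reacts with a biotinylated probe, is captured on streptavidin beads and is released by cleavage of the probe before sequencing. Hindbrain was profiled in 4 WT and 4 *Tdg* null embryos, with 1 embryo of each genotype from each of 4 litters, called A, O, Q and Z after the labels of the embryos. Heart, liver and carcass came from 4 other embryos, 1 WT and 1 *Tdg* null from each of litters e and f, so these 3 tissues are not independent of each other. The authors trimmed the reads, aligned them to the mouse genome NCBIM37 (mm9) with Bowtie2 at default settings and called peaks in each pull-down on its own with MACS inside SeqMonk, at a p value cutoff of 1e-05 and a fragment size of 200 bp. The deposited values are the start and end of each peak in bases, on a grid of 100 bp, without a height, a score or a number of reads. The sequencing depth of each library is unknown from these intervals. The reads, which the paper states were deposited, were not used here, so the number of peaks was not adjusted for depth. Over all libraries 1497348 peaks were listed. In the 19 libraries of the paper's analyses, the median peak length was between 400 and 700 bp, and the peaks covered between 0.0349% and 8.09% of the 2558509480 bases of the genome that are not gaps. The covered length was 4.60 ± 5.21 Mb (SD, n = 4) in WT hindbrain and 86.1 ± 11.9 Mb (SD, n = 4) in *Tdg* null hindbrain. It was 3.24 ± 0.240 Mb in WT heart, 4.57 ± 5.10 Mb in WT liver and 22.3 ± 2.49 Mb in WT carcass (SD, n = 2 each). In *Tdg* null embryos it was 150.1 ± 80.5 Mb in heart and 165.6 ± 39.2 Mb in carcass (SD, n = 2 each), and 77.6 Mb in the single liver library that the paper kept. Numbers and covered lengths of peaks below are of these intervals as deposited, with no merging. Overlaps and enrichments use the peaks on 21 assembled chromosomes, which leaves out 1 mitochondrial peak in each of 4 WT libraries.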

We used this capture method to systematically perform genome-wide profiling of 5fC in the hindbrain, heart, liver and carcass of E11.5 embryos. At least two biological replicates were performed for each tissue and WT and *Tdg* null samples were paired from the same litter to account for litter-induced variability. A full list of replicates is available in Additional file 1: Figure S3A. 

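WT hindbrain had 1564, 8989, 21606 and 1563 peaks in litters A, O, Q and Z, a mean of 8430.5 ± 9455 (SD, n = 4). *Tdg* null hindbrain of the same litters had 120516, 104110, 132406 and 129748 peaks, a mean of 121695 ± 12783 (SD, n = 4). The mean difference on the log2 scale was 4.70, a 26.0-fold change that ranged from 6.13-fold to 83.0-fold between litters. Every *Tdg* null library had more peaks than every WT library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). With the embryos paired by litter, the exact sign-flip test of 4 pairs cannot go below p = 0.125, the value obtained. The covered length of hindbrain differed by 5.02 on the log2 scale (two-sided exact permutation test, p = 0.0286). In heart, litters e and f had 6431 and 5617 peaks in WT and 254319 and 126531 in *Tdg* null embryos, 39.5-fold and 22.5-fold more. Carcass had 42013 and 35175 peaks in WT and 165955 and 220444 in *Tdg* null embryos, 3.95-fold and 6.27-fold more. WT liver had 16888 peaks in litter e and 1901 in litter f. *Tdg* null liver had 101344 peaks in litter e, 6.00-fold more than WT, and 228 in litter f, 0.120-fold the WT number. This last library is the one of 20 that the paper set aside. Without it, the mean over the 6 litters was 4.28 on the log2 scale, a 19.4-fold change with the same direction in 6 of 6 litters (two-sided exact sign-flip permutation test, p = 0.03125, the smallest p that 6 pairs allow). With it, the mean was 3.91. The alternative that moved these differences most was the restriction to peaks of at least 600 bp, the pooled median length, which gave 5.46 in hindbrain and 5.07 over all litters.

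**Figure D1:**
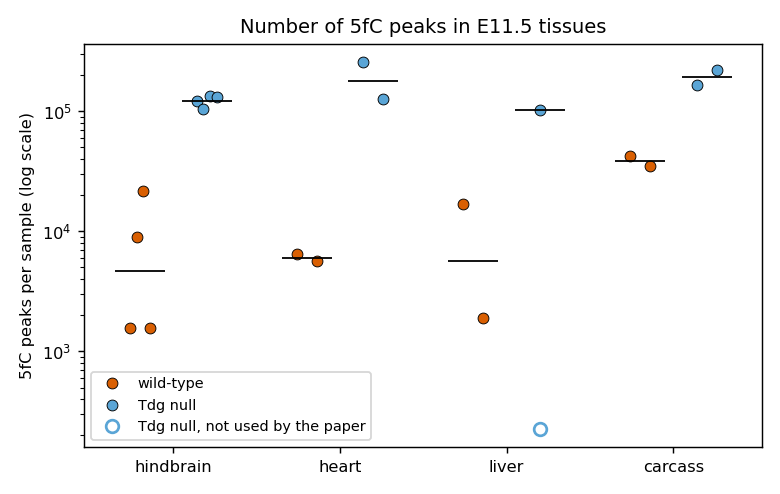
Number of 5fC peaks per library, on a log axis, by tissue and genotype. Each point is a library and each horizontal line the mean of its group taken on the log scale. All 9 *Tdg* null libraries of the paper's analyses lie between 101344 and 254319 peaks, above the 10 WT libraries.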

In accordance with the data obtained by LC/MS, *Tdg* null embryos show substantially higher levels of 5fC in all tissues analysed, reflected in the higher signal and increased number of 5fC peaks in all *Tdg* null samples compared to their WT counterparts. Biological replicates for the same tissues from different embryos showed an extremely high degree of similarity, suggesting a tight regulation of TET-driven formation and TDG-mediated excision of 5fC during development. 

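Similarity was measured for each pair of libraries of a genotype as the Jaccard index, the bases covered in both divided by the bases covered in either. In *Tdg* null embryos it was between 0.443 and 0.562 for the 6 pairs of hindbrain libraries, 0.415 for the 2 hearts and 0.589 for the 2 carcasses. The mean over these 8 pairs was 0.509 ± 0.0633 (SD), against 0.243 ± 0.0734 (SD) for 28 pairs of different tissues, and no pair of different tissues reached the lowest pair of the same tissue. The difference of 0.266 was the largest among the 3780 ways of assigning the tissues to the 9 libraries (one-sided exact permutation test, p = 0.000529). This is the smallest p possible here, since exchanging the labels of heart and carcass leaves the difference unchanged. In WT embryos the index was between 0.0513 and 0.268 for hindbrain, 0.118 for heart, 0.0751 for liver and 0.392 for carcass. Its mean over 9 pairs of the same tissue was 0.160 ± 0.113 (SD), against 0.0555 ± 0.0311 (SD) over 36 pairs of different tissues, a difference of 0.104 (one-sided exact permutation test over 18900 assignments of the 10 libraries, p = 0.00127). Of those 36 pairs, 21 were at or above the lowest WT pair of the same tissue. Both tests permuted libraries of the same embryo as if they were independent. Hindbrain came from other litters than the remaining tissues, so the tests do not separate hindbrain tissue from litter. In *Tdg* null embryos of litters e and f, pairs of a heart with a carcass gave 0.179 to 0.296, below 0.415 for the hearts and 0.589 for the carcasses. The index depends on how many bases each library covers. As the share of the smaller library's peaks that overlap the other library, replicates shared between 31.5% and 75.4% of peaks in WT hindbrain, 19.3% in WT heart, 63.7% in WT liver, 61.5% in WT carcass, 66.1% and 83.1% in *Tdg* null hindbrain, 92.2% in *Tdg* null heart and 85.5% in *Tdg* null carcass. The alternative that moved the *Tdg* null difference most was random thinning of every library to the same number of peaks, which gave 0.193 with the same direction.

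**Figure D2:**
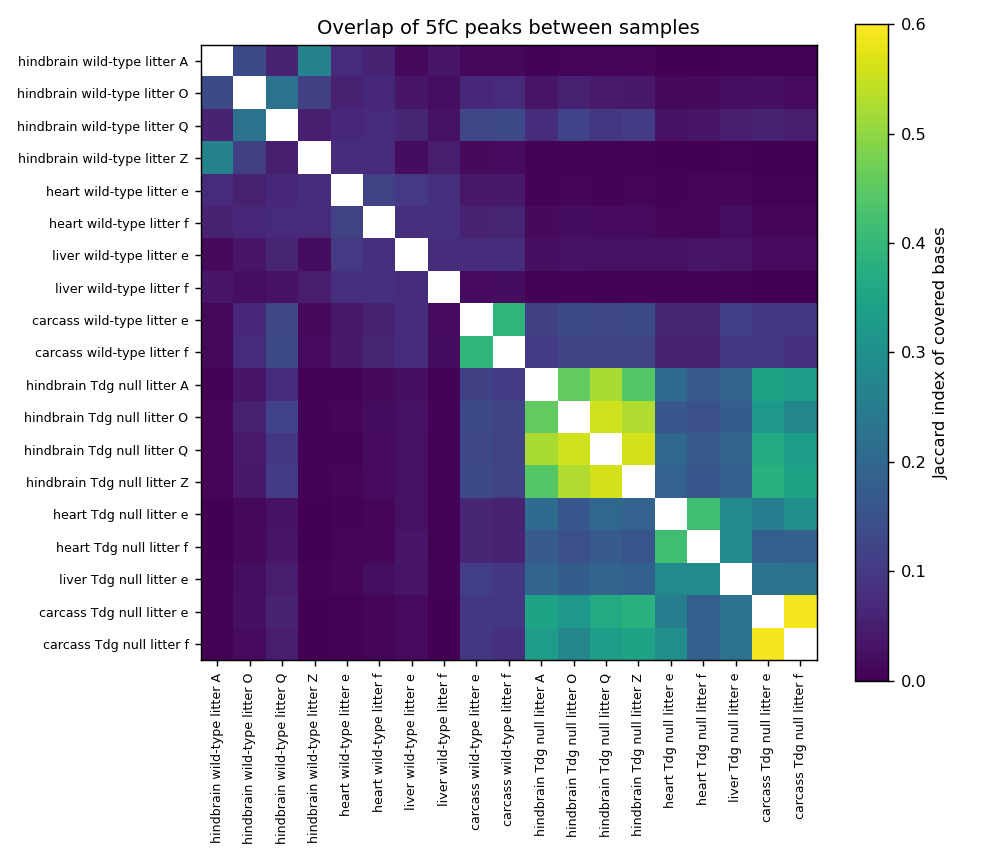
Jaccard index of covered bases for every pair of the 19 libraries, as a heat map with the libraries in the same order on both axes. Pairs of the same tissue from *Tdg* null embryos lie between 0.415 and 0.589, and those from WT embryos between 0.0513 and 0.392.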

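For each of the 19 libraries, the nearest other library was found by the same index, over both genotypes. It had the same genotype for 19 of 19 libraries, and the same genotype and tissue for 16 of the 18 libraries that have a replicate of their genotype and tissue. The 3 liver libraries were the exceptions: the *Tdg* null liver of litter e, which has no replicate, was nearest to the *Tdg* null heart of that litter, and both WT livers were nearest to the WT heart of litter e. Average-linkage clustering of 1 minus the index, divided into 2 clusters, put the 9 *Tdg* null libraries and the 2 WT carcasses in 1 cluster and the other 8 WT libraries in the second. Complete linkage put the 9 *Tdg* null and the 10 WT libraries apart. The measure of distance mattered more than the linkage. With the log2 fold of overlap over that expected from both covered lengths, the nearest library had the same genotype for 13 of 19 and the same genotype and tissue for 9, and 7 libraries fell outside the cluster of their genotype. With every library thinned at random to the size of the smallest one, those numbers were 17, 12 and 6. The paper's text does not name the distance or the linkage it used.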

Unbiased hierarchical clustering of all individual replicates accurately separates all samples derived from WT and *Tdg* null embryos, while simultaneously pairing replicates from the same tissues (Additional file 1: Figure S3B). One replicate for the *Tdg* null liver was of poor quality and therefore was excluded from the following analyses.

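The excluded library, *Tdg* null liver of litter f, held 228 peaks with a median length of 300 bp that covered 0.0966 Mb. It overlapped 0.316% of the peaks of the WT liver of its litter, whereas the *Tdg* null liver of litter e overlapped 30.1% of those of its own. In the other tissues, between 34.7% (heart, litter f) and 82.4% (hindbrain, litter O) of WT peaks were overlapped by a peak of the *Tdg* null library of the same tissue and litter. Of the 228 peaks, 72 (31.6%) overlapped a peak of any other *Tdg* null library and 29 (12.7%) a peak of any WT library. The heart and carcass libraries of the same embryo held 126531 and 220444 peaks. The deposited intervals give no measure of read quality for it. With this library set aside, *Tdg* null liver has 1 replicate, and its values carry no replicate error.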

We then investigated how 5fC was distributed among functional features within the genome. To this end, 5fC peaks were initially called independently in each pull-down and enrichment of peaks over genomic features was calculated using the Genomic Association Tester (GAT) [23]. 

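Enrichment was computed here for each library as the log2 ratio of the peak bases that lie in a feature to those expected if the same bases were spread evenly over the ungapped part of each chromosome, without GAT. The features came from the GENCODE annotation of NCBIM37, with 37273 genes. Exons covered 3.40% of the ungapped genome, 5′ UTRs 0.266%, 3′ UTRs 1.13% and promoters, taken as the 1000 bp upstream of a transcription start, 2.26%. CGIs were called on the sequence as stretches of at least 200 bp with a GC content of at least 50% and a ratio of observed to expected CpGs above 0.6, which gave 26895 islands over 0.627% of the genome. Simulated peaks placed at random gave log2 values of at most 0.0987 in size over the 8 features, and a planted enrichment between 0 and 3 was recovered to within 0.0909. In a second form, the expectation was taken over random positions matched on GC content in windows of 500 bp, in steps of 2%, since exons, UTRs and CGIs are richer in GC than the genome.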

5fC peaks were found to be most enriched in exons, 5′ UTRs and 3′ UTRs, while showing lesser enrichment in introns and gene bodies. Moreover, 5fC was depleted in the intergenic regions of all tissues analysed (Fig. 2a, b and Additional file 1: Figure S4). 

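The log2 enrichment in exons was above 0 in 19 of 19 libraries, from 0.41 to 1.12 in WT and from 0.32 to 0.90 in *Tdg* null embryos. Group means in hindbrain were 0.72 ± 0.12 in WT and 0.68 ± 0.03 in *Tdg* null embryos (SD, n = 4 each). In heart they were 0.89 ± 0.30 and 0.82 ± 0.12 (SD, n = 2 each), in carcass 0.41 ± 0.00 and 0.35 ± 0.04 (SD, n = 2 each), and in liver 1.1003 ± 0.0256 (SD, n = 2) and 0.51. For 5′ UTRs the values were 0.71 ± 0.28 in WT and 0.76 ± 0.08 in *Tdg* null hindbrain (SD, n = 4 each), and the 19 libraries ranged from 0.17 to 1.12. For 3′ UTRs they were 0.33 ± 0.07 and 0.57 ± 0.02 (SD, n = 4 each), with a range of 0.11 to 0.80 over the 19 libraries. Introns gave 0.23 ± 0.07 and 0.32 ± 0.01, and whole genes 0.28 ± 0.05 and 0.35 ± 0.01, in WT and *Tdg* null hindbrain (SD, n = 4 each). Exons stood above introns in 10 of 10 WT and 7 of 9 *Tdg* null libraries, and 5′ UTRs in 10 of 10 and 8 of 9. For 3′ UTRs this held in 6 of 10 WT and 6 of 9 *Tdg* null libraries. The alternative that moved the exon values most was the expectation matched on GC content, under which 9 of 19 libraries stayed above 0, with a median of -0.03 against 0.69 without matching. With that expectation, group means of exons stood above introns only in WT heart (0.01 against -0.07) and WT liver (0.18 against 0.05). In hindbrain they were -0.22 against 0.11 in WT and 0.02 against 0.20 in *Tdg* null embryos. Group means of 5′ UTRs lay below introns in every group. The order of these features thus depends on the expectation. In the excluded liver library the exon enrichment without matching was 0.04 and that of genes -0.88.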

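Intergenic enrichment was below 0 in 19 of 19 libraries, from -0.32 to -0.02 in WT and from -0.73 to -0.32 in *Tdg* null embryos. In hindbrain it was -0.24 ± 0.06 in WT (SD, n = 4) and -0.33 ± 0.01 in *Tdg* null embryos (SD, n = 4). WT heart had -0.13 ± 0.16 (SD, n = 2), a mean within the spread of its 2 replicates, and *Tdg* null heart -0.65 ± 0.12 (SD, n = 2). Carcass had -0.19 ± 0.00 and -0.36 ± 0.01 (SD, n = 2 each), and liver -0.25 ± 0.08 (SD, n = 2) and -0.49. Matching on GC content brought WT heart to 0.04 and left the other group means below 0. Those of WT hindbrain, -0.06 ± 0.08 (SD, n = 4), and WT liver, -0.07 ± 0.11 (SD, n = 2), were then within the spread of replicates. The WT hindbrain of litter Z (0.03) and the WT liver of litter f (0.01) were above 0. The excluded *Tdg* null liver library had an intergenic value of 0.39.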

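In hindbrain, the only tissue with 4 libraries per genotype, each of 8 features was compared between *Tdg* null and WT embryos by a two-sided exact permutation test with Benjamini-Hochberg adjustment over the 8. The differences in mean log2 enrichment were 0.08 for genes (p = 0.0571 from the exact test, adjusted p = 0.0914, higher in 4 of 4 litters), -0.04 for exons (exact p = 0.571, adjusted 0.762, lower in 2 of 4) and 0.09 for introns (exact p = 0.0286, adjusted 0.0762, higher in 4 of 4). For intergenic regions the difference was -0.09 (exact p = 0.0571, adjusted 0.0914, lower in 4 of 4) and for promoters 0.06 (exact p = 0.714, adjusted 0.771, lower in 2 of 4). UTRs differed by 0.05 at the 5′ end (exact p = 0.771, adjusted 0.771, lower in 2 of 4) and by 0.24 at the 3′ end (exact p = 0.0286, adjusted 0.0762, higher in 4 of 4). Without matching on GC content no adjusted p was under 0.05, the smallest being 0.0762, and 3 of the 8 unadjusted values were. The paired sign-flip test, an exact test limited to p = 0.125 by 4 pairs, cannot call any of them. The sign of the exon difference was not stable: without litter A it was 0.01, and with the expectation matched on GC content it was 0.24. That expectation also changed other differences, to 0.38 for promoters, 0.87 for 5′ UTRs, 0.12 for genes and -0.12 for intergenic regions (exact p = 0.0286 for each of these 5, the smallest that 4 against 4 allow). Under it introns, CGIs and 3′ UTRs kept that p and their sign, so that all 8 features had an adjusted p of 0.0286. Which features pass adjustment thus depends on the expectation.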

Although higher levels of 5fC in *Tdg* KO tissues result in a higher number of 5fC peaks called, the distribution of 5fC peaks over most genomic features was remarkably similar between WT and knockout samples, suggesting that in these regions TDG controls the level of 5fC without changing its pattern (Fig. 2a, b and Additional file 1: Figure S4). 

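In WT hindbrain the log2 enrichment of peaks in CGIs was 2.22, 0.28, 0.38 and 2.53 in litters A, O, Q and Z, with a mean of 1.35 ± 1.19 (SD, n = 4). WT heart had 1.82 ± 0.46, WT liver 1.66 ± 0.22 and WT carcass -0.18 ± 0.04 (SD, n = 2 each). The share of peaks that overlapped an island ranged from 1.06% to 5.82% over the 10 WT libraries. In *Tdg* null embryos the enrichment was -0.46 ± 0.17 in hindbrain (SD, n = 4), -0.86 ± 0.02 in heart and -0.91 ± 0.18 in carcass (SD, n = 2 each). It was -1.10 in the single *Tdg* null liver, where 0.814% of peaks overlapped an island (95% exact Clopper-Pearson interval 0.7597% to 0.871%, counting error only). Hindbrain differed between genotypes by -1.81 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0762 over 8 features, lower in 4 of 4 litters). Over the 6 litters, with the tissues of a litter averaged first, the mean difference was -1.84, with single litters between -2.92 and -0.91 (two-sided exact sign-flip permutation test, p = 0.03125, lower in 6 of 6). Of the alternatives set in advance, the expectation matched on GC content moved this most, to -0.75 with the same p and sign, and stricter islands gave -1.27. The 2 together, a combination chosen after the results were seen, gave a mean over the litters of 0.03 (two-sided exact sign-flip permutation p = 0.9375, lower in 5 of 9 pairs). The tissues behind this mean went opposite ways: heart (-0.68 and -0.35) and liver (-0.92) stayed lower in 3 of 3 pairs, hindbrain gave 0.17, 0.71, 0.30 and -0.34 in litters A, O, Q and Z, and carcass -0.01 and 0.09. The size of the difference, and in hindbrain its sign, thus depend on how islands and the expectation are defined. Under the matched expectation alone, 1 of the 8 WT libraries with an enrichment stayed above 0, the heart of litter e at 0.21, and *Tdg* null libraries lay between -1.64 and -1.13. The excluded *Tdg* null liver library, with 9 of 228 peaks in islands, had a value of 1.85, and the mean difference with it included was -1.73.

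**Figure D3:**
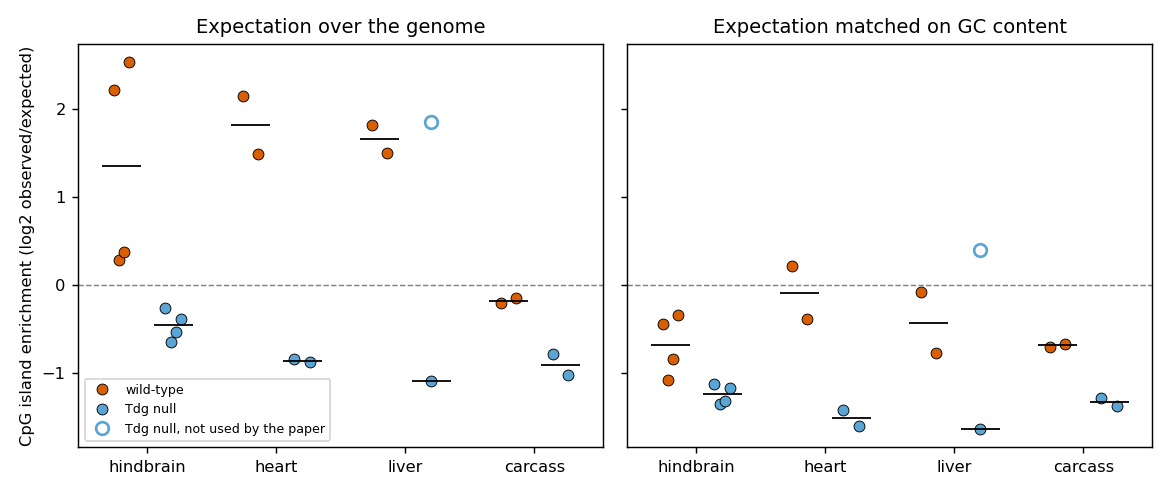
Log2 enrichment of 5fC peaks in CGIs per library, by tissue and genotype, against the genome-wide expectation in one panel and against the expectation matched on GC content in the other. Points are libraries, horizontal lines are group means and the open circle is the excluded *Tdg* null liver library at 1.85 and 0.39.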

The only exception to this pattern was found in CpG islands (CGIs), where 5fC peaks were enriched in all WT tissues (with the exception of the carcass), but depleted in the same tissues from embryos lacking *Tdg*. It is therefore possible that TDG may be required for TET-mediated oxidation at CpG islands, as suggested by the physical interaction between TET1 and TDG [24], or that excision of 5fC by TDG is less efficient at these sites. Looking at the distribution across CGIs in more detail, we observed that in *Tdg* null embryos 5fC is absent from CGIs but enriched at flanking regions, often referred to as ‘CGI shores’ (Fig. 2c, d and Additional file 1: Figure S5). This clearly indicates a distinctive role for TDG in shaping 5fC distribution over CpG islands that is conserved across all embryonic tissues. This finding is particularly relevant since aberrant methylation of CGIs has been found in *Tdg* null mice and was suggested as a possible cause of the lethal phenotype [20, 21]. 

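The share of bases under peaks was taken inside islands and in their shores, the first 2 kb on either side, relative to that 4 to 5 kb away. In *Tdg* null embryos the log2 value inside islands was -0.37 ± 0.19 in hindbrain (SD, n = 4), -1.04 ± 0.10 in heart and -0.72 ± 0.17 in carcass (SD, n = 2 each), and -1.08 in the single liver. Peaks still covered between 1.46% and 4.64% of island bases in these 9 libraries. In their shores the values were 0.48 ± 0.06 in hindbrain, 0.20 ± 0.09 in heart, 0.33 ± 0.03 in carcass and 0.33 in liver, with the highest hindbrain value, 0.76 ± 0.09, between 500 and 1000 bp from the island edge. In WT hindbrain the island value was 1.29 ± 0.88 and the shore value 0.14 ± 0.15 (SD, n = 4). WT heart and liver had 1.49 ± 0.15 and 1.26 ± 0.17 inside islands, and WT carcass -0.00 ± 0.05 (SD, n = 2 each). Shore minus island differed between *Tdg* null and WT hindbrain by 2.01 (two-sided exact permutation test, p = 0.0286), with the same direction in 4 of 4 litters. Leaving out litter Z moved it most, to 1.73. In the excluded *Tdg* null liver library shore minus island was -2.25. These are shares of bases under peaks, whereas the paper draws read density.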

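By tissue, the mean difference in CGI enrichment between *Tdg* null and WT embryos of a litter was -2.69 in heart (2 litters, -3.00 and -2.38), -2.92 in liver (1 litter) and -0.73 in carcass (2 litters, -0.88 and -0.58). It was below 0 in 9 of the 9 pairs used by the paper, hindbrain included. With stricter islands carcass had -1.06 ± 0.12 in WT and -1.12 ± 0.19 in *Tdg* null embryos (SD, n = 2 each), without a difference beyond the spread, and 2 of 4 WT hindbrains were above 0, the lowest at -0.89. Whether the tissues differ in its size was not tested, since heart, liver and carcass came from the same embryos of 2 litters. From the depletion at CGIs in embryos that lack *Tdg*, against the enrichment in WT tissues, the paper proposes that TDG may be needed for oxidation by TET at CGIs or that it excises 5fC less efficiently there. From the profile over islands and shores it then reasons that TDG shapes the distribution of 5fC at CGIs in all the tissues.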

Misregulation of 5fC may be fundamentally involved in the aberrant methylation described in *Tdg* null embryos, which was previously undetectable owing to the limitation of the methylation analysis technique employed—bisulphite sequencing—to distinguish 5fC from cytosine [20, 21].

**Fig. 2:**
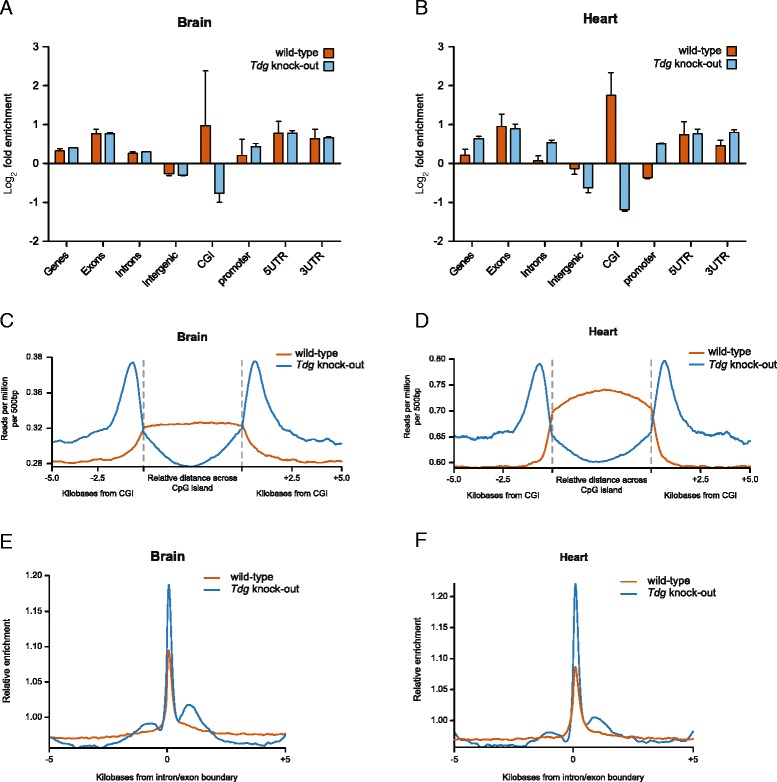
Genome-wide profiling of 5fC in vivo. **a**, **b** Enrichment of 5fC peaks over functional genomic features in E11.5 hindbrain and heart, respectively. Log_2_ fold enrichment was calculated for each replicate individually using 10,000 randomisations in a simulation procedure implemented with the GAT [21]. Plotted is the average enrichment with standard deviation. **c**, **d** Trend plot showing 5fC profile over CpG islands (+/− 5 kb) in the hindbrain and heart, respectively. **e**, **f** Trend plot showing 5fC profile over exon/intron boundaries (+/− 5 kb) in the hindbrain and heart, respectively

Finally, we observed a substantial enrichment for 5fC over exon/intron boundaries in both WT and knockout tissues (Fig. 2e, f and Additional file 1: Figure S6). This has also been observed for 5hmC and 5fC in embryonic stem cells and suggests a role for oxidised cytosine derivatives in regulating splicing [14, 25]. 

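The annotation holds 437645 internal exon/intron boundaries. The share of bases under peaks within 250 bp of a boundary, relative to that 4 to 5 kb away, was above 1 in 18 of 19 libraries. On the log2 scale the libraries ranged from -0.01, in the WT hindbrain of litter Z, to 0.73, in the WT heart of litter f. The means were 0.31 ± 0.29 in WT and 0.44 ± 0.02 in *Tdg* null hindbrain (SD, n = 4 each). They were 0.57 ± 0.23 and 0.29 ± 0.04 in heart and 0.59 ± 0.03 and 0.30 ± 0.02 in carcass (SD, n = 2 each), and 0.57 ± 0.07 (SD, n = 2) and 0.27 in liver. In the WT hindbrains of litters A and Z, with the fewest peaks, 0.0545% and 0.0370% of bases near boundaries were under peaks. The genotypes did not differ beyond the spread of replicates in hindbrain, where the difference was 0.13 (two-sided exact permutation test, p = 0.429). Leaving out litter Z moved this difference most, to 0.02, and peaks of at least 600 bp gave 0.22. Within hindbrain the litters went both ways, from -0.12 to 0.46, with 2 of 4 above 0. In the other tissues the mean difference within litters was -0.28 in heart, -0.25 in liver and -0.28 in carcass. It was below 0 in 5 of 5 pairs. Whether hindbrain differs from them was not tested. The excluded *Tdg* null liver library had a value of 1.21, from 0.00439% of bases under peaks. The boundary profile was not matched on GC content, which lowered the median exon enrichment, so a contribution of GC content to it was not tested.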

The presence of 5fC at these sites is particularly interesting, as 5fC has been found to reduce the rate and the fidelity of transcription by RNA polymerase II [26].

### 5fC is enriched at active enhancers in the mouse embryo

It has been reported that the genomic distribution of 5fC in mESCs shows a significant enrichment at distal regulatory regions, mostly enhancers with high levels of mono-methylation of lysine 4 on histone H3 (H3K4me1) but low or absent acetylation of lysine 27 (H3K27ac) [13]. As they are marked by the active H3K4me1, but are still in a repressed deacetylated state, these enhancers are often referred to as ‘poised’. In order to investigate the distribution of 5fC in relation to functional enhancers in vivo, we analysed the 5fC distribution in E11.5 tissues in relation to available datasets for known histone marks generated in mouse embryos by the ENCODE consortium [27] (Additional file 2: Table S1). We found that in all tissues analysed 5fC was indeed enriched over distal regulatory regions marked by H3K4me1. The screenshot in Fig. 3a taken from the genome browser shows an example of this striking association. However, in contrast to mESCs, 5fC in embryonic tissues is predominantly enriched over ‘active’ enhancers marked by H3K4me1 and H3K27ac (Fig. 3b and Additional file 1: Figure S7). We found this to be true in all tissues analysed, regardless of the presence or absence of TDG (although 5fC levels are higher in *Tdg* null embryos, relative peak enrichment is not). Notably, 5fC displays a relatively small enrichment over regions marked by tri-methylation of histone H3 lysine 4 (H3K4me3), a modification associated with promoter regions of active genes and previously reported to show a positive correlation with 5fC in mESCs (Fig. 3b) [12, 28].

**Fig. 3:**
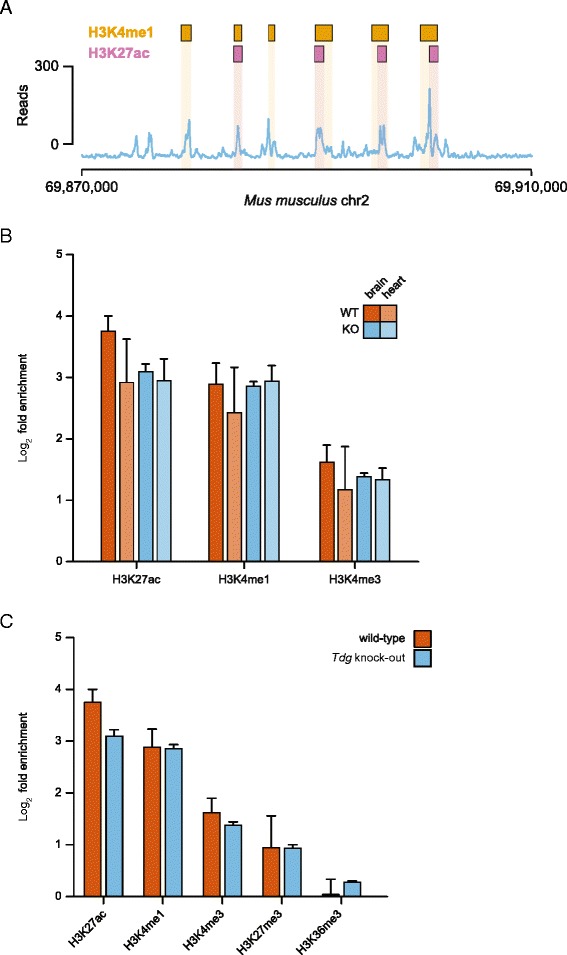
5fC is enriched at active enhancers in vivo. **a** Screenshot of a genomic region on chromosome 2 exemplifying the striking overlap of the 5fC signal with regions marked by H3K4me1 (*orange boxes*) and H3K27ac (*purple boxes*), as calculated in [27]. **b** Fold enrichment of 5fC peaks in hindbrain and heart from WT and *Tdg* null embryos over regions marked by H3K4me1, H3K4me3 and H3K27ac in the brain and heart of E14.5 embryos, respectively. Log_2_ fold enrichment was calculated for each replicate individually using 10,000 randomisations in a simulation procedure implemented with the GAT. Plotted is the average enrichment with standard deviation. **c** Comparison of 5fC peak enrichment in the hindbrain in regions marked by different histone modifications in the E14.5 mouse brain

We next asked whether 5fC enrichment was specific for regions marked by activating histone modifications. To this end, we analysed the distribution of 5fC peaks in the hindbrain at regions marked by tri-methylation of histone H3 lysine 36 (H3K36me3), which normally labels transcriptional elongation and hence gene bodies, or by tri-methylation of lysine 27 (H3K27me3), a repressive mark deposited by the PRC2 complex. Notably, 5fC shows very little enrichment over these regions (Fig. 3c). Taken together, these data show a strong and specific enrichment of 5fC at active enhancer regions during embryonic development. This constitutes a significant difference in the profile of 5fC between mESCs and embryonic tissues and could reflect a different need for dynamic regulation in developing embryos compared to the stem cell state.

### Tissue-specific cytosine formylation at developmental enhancers

We next investigated whether the strong enrichment detected at active enhancers was regulated in a tissue-specific fashion. To answer this question, we analysed 5fC enrichment in heart-specific, hindbrain-specific and liver-specific enhancers, obtained from the ENCODE database (Additional file 2: Table S1), in the various tissues. We found that in hindbrain tissues from both WT and *Tdg* null embryos, 5fC was considerably enriched at brain-specific enhancers, compared to heart-specific and liver-specific ones. Similarly, heart-specific enhancers were specifically enriched in the heart samples. (Fig. 4a). These findings strongly indicate not only that there is a dynamic regulation of 5fC at the level of enhancers, but also that this complex mechanism is specifically focused at tissue-specific developmental enhancers. In line with this observation, TET-mediated active demethylation of developmental enhancers has been recently shown to be a conserved mechanism in vertebrate embryogenesis [29].

**Fig. 4:**
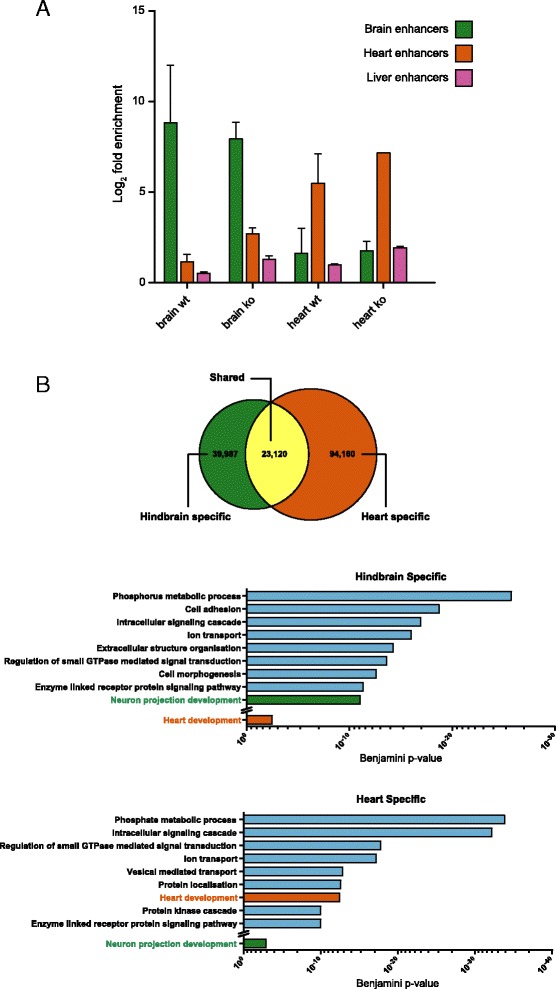
Tissue-specific 5fC formation at developmental enhancers. **a** Enrichment of 5fC peaks in the different tissues over tissue-specific enhancer regions. Log_2_ fold enrichment was calculated for each replicate individually using 10,000 randomisations in a simulation procedure implemented with the GAT. Plotted is the average enrichment with standard deviation. **b** Comparison of 5fC peaks detected specifically in the hindbrain and heart samples. Gene Ontology analysis was performed on genes in proximity (1 kb cutoff) of hindbrain-specific and heart-specific peaks

Finally, we investigated the relationship between tissue-specific 5fC formation and gene function. To this end, we subdivided 5fC peaks in the individual tissues from *Tdg* null embryos into shared and tissue-specific peaks. 

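For each tissue of *Tdg* null embryos, regions were taken as the stretches covered by peaks of at least 2 replicates, since the paper's text does not name how replicates were combined. Hindbrain had 131658 such regions in 4 replicates and heart 114585 in 2. Of the hindbrain regions, 38910 (29.6%) overlapped a heart region by 1 bp or more and 92748 did not. Of the heart regions, 39467 (34.4%) overlapped a hindbrain region and 75118 did not. Hindbrain regions placed at random on their chromosomes overlapped a heart region in 6.35% of cases, at most 6.53% in 100 draws, so sharing was 4.65-fold above that. The counts moved with the number of replicates asked for. With regions required in every replicate, 39639 were specific to hindbrain, 22615 were shared and 91777 were specific to heart, and with the union of all replicates the counts were 95531, 97730 and 155972. A single library also moved them: without the heart of litter f, which has 126531 peaks against 254319 in the heart of litter e, 58510 regions were specific to hindbrain, 73148 shared and 172368 specific to heart.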

Notably, heart-specific 5fC peaks were enriched in the proximity of genes involved in heart development, whereas hindbrain-specific peaks were enriched proximal to genes involved in neuron development (Fig. 4b and example in Additional file 1: Figure S8). 

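Tissue-specific regions were counted within 1 kb of the genes of lists fixed in advance, in place of gene ontology terms. Each count was set against 10000 random lists of the same size matched on gene length. Near 25 genes of heart development lay 250 heart-specific and 76 hindbrain-specific regions, a log2 ratio of 1.71 against a median of -0.11 for the random lists. It exceeded all of them (one-sided permutation test, p = 0.0001, the smallest that 10000 lists can give). Near 24 genes of hindbrain and neuron development lay 39 heart-specific and 141 hindbrain-specific regions, a log2 ratio of -1.84 against a random median of -0.15 (one-sided permutation test, p = 0.0005). The counting of regions mattered for the second list: with genes that have at least 1 region counted in place of regions, 9 genes had a heart-specific and 12 a hindbrain-specific region (permutation p = 0.1814), while the heart list gave 22 and 14 genes (permutation p = 0.0018). Much of each count lies in long genes. *Ryr2* (ENSMUSG00000021313.8, chromosome 13 from 11645370 to 12199212, minus strand) had 59 heart-specific and 16 hindbrain-specific regions. *Zfpm2* (ENSMUSG00000022306.7, chromosome 15 from 40486588 to 40936138, plus strand) had 32 and 20, and *Ttn* (ENSMUSG00000051747.7, chromosome 2 from 76542037 to 76820604, minus strand) had 30 and 13. In the second list, *Robo1* (ENSMUSG00000022883.9, chromosome 16 from 72663394 to 73046340, plus strand) had 40 hindbrain-specific and 11 heart-specific regions, and *Slit1* (ENSMUSG00000025020.5, chromosome 19 from 41674747 to 41818155, minus strand) had 14 and 8.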

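Liver-specific regions could be drawn from 1 *Tdg* null library only, so they carry no replicate error. Near 14 genes expressed in hepatocytes lay 5 such regions, against a median of 3 for the length-matched random lists, at percentile 80.4 (one-sided permutation test, p = 0.2465). Of these, 2 were near *Alb* (ENSMUSG00000029368.9, chromosome 5 from 90889915 to 90905629, plus strand), and *Apoa1*, *Ttr* and *Fgb* had 1 each. Near 10 genes of the erythroid lineage, which forms blood cells in the embryonic liver, lay 2 liver-specific regions, 1 at *Gata1* and 1 at *Tfrc*, against a random median of 2 (one-sided permutation test, p = 0.5287). With the union of all replicates in hindbrain and heart, 0 liver-specific regions remained near the erythroid list and its percentile fell from 59.2 to 30.8, whereas 3 lay near the hepatocyte list (permutation p = 0.0605). The 2 lists hold short genes, with 13 and 5 hindbrain-specific regions and 9 and 5 heart-specific regions.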

Interestingly we could not find a similar enrichment for liver-specific 5fC peaks, which may be due to the mixed endoderm/mesoderm lineage of this tissue [30]. Taken together, these results clearly indicate the presence of a tissue-specific role for 5fC formation at the level of genes involved in the development of the cognate tissues.

## Conclusions

We have generated the first in vivo genome-wide profile for 5fC in tissues obtained from WT and *Tdg* null E11.5 mouse embryos; namely from dissected heart, hindbrain and liver tissues and the carcass. While showing an overall similar profile to the ones reported in mESCs, with enrichment at enhancers and exons, we also find that 5fC is specifically enriched at active enhancers in the developing embryo. Moreover, we report clear tissue specificity behind the distribution of 5fC in developmentally related enhancers. This highlights a complex regulation of 5fC, balancing of TET oxidation and TDG excision, and thus suggesting a key role for dynamic demethylation at those sites. The relationship between this process and the striking phenotype displayed by *Tdg*-deficient embryos warrants future investigation.

## Methods

### Knockout mouse and tissue dissection

*Tdg* null mice were described in [21]. These mice contain a deletion of the coding sequence for the catalytic domain of TDG, which is replaced by a neomycin-resistant cassette. Genotyping was carried out using DNA isolated from the yolk sac as template with the following primers:

- TDG KO/WT forward: 5′-GGGCAGCAAGGATCTGTCTA-3′
- TDG KO/WT reverse: 5′-GCCAGTTCCTCTGACACTTAGC-3′

Mice were maintained as heterozygotes and intercrossed to generate homozygous knockout embryos for analysis. Tissues were collected from timed matings with the day of the copulation plug as E0.5. Embryos were dissected into hindbrain, heart, liver and carcass.

### DNA and RNA extraction

Embryonic tissues were lysed in RLT plus buffer (Qiagen), homogenised via centrifugation through a QIAshreddred column (Qiagen) at full speed for 2 min in a microcentrifuge. DNA and RNA were isolated using AllPrep DNA/RNA kit (Qiagen) following the manufacturer’s instructions.

### Mass spectrometry of DNA

A total of 100–300 ng of genomic DNA was treated with 5 U of DNA Degradase Plus (Zymo Research) for 3 h and analysed on a nanoHPLC combined with a Q Exactive mass spectrometer, as previously described [31].

### Pull-down method

Genomic DNA (500 ng in 10 mM Tris–HCl pH 8, 1 mM EDTA) was sonicated to an average of 250 bp with the Covaris M220 Focused-ultrasonicator. Synthetic spike-in controls were added after sonication to monitor the enrichment efficiency (full details on the spike-in oligos and conditions used are in Additional file 3). The fragmented DNA was incubated with a cleavable aldehyde reactive biotinylation probe [22] (400 μM), *p*-anisidine (100 mM) and NH_4_OAc (40 mM, adjusted to pH 5 with AcOH) in a final volume of 100 μL at 37 °C with a 65 °C heated lid for 24 h. The DNA was purified on silica-based spin columns (GeneJET PCR Purification Kit), with the inclusion of an additional wash step, before standard library preparation.

Streptavidin paramagnetic particles (50 μL, Promega Magnesphere PMPs) were washed with 1× binding buffer (5 mM Tris-HCl pH 7.2, 0.5 mM EDTA, 1 M NaCl, 0.05 % Tween-20) (four times 500 μL) and resuspended in 2× binding buffer (50 μL). The washed beads (50 μL), dIdC (2 μL of 1 μg/μL), spike-in control sequences (1 pg positive control; 10 pg negative control), DNA library and water were combined in a 1.5 mL low binding tube (Eppendorf DNA LoBind) to give 100 μL. The mixture was incubated at room temperature for 20 min, before the tube was placed on a magnetic rack and left for 5 min while the magnetic beads formed a pellet. Once the solution was clear the supernatant was discarded, and 400 μL 1× binding buffer was added to the tube. The beads were washed by rapidly rotating the tube 180° and allowing the beads to recollect against the magnet; this washing procedure was repeated four times. The beads were resuspended in 400 μL 1× binding buffer with vortexing and transferred to a new low binding tube before the washing procedure was repeated another four times. A final tube transfer and washing cycle was performed, giving a total of two tube changes and 12 washes. A final wash with Tris–HCl (10 mM) was performed, with the beads remaining on the magnet at all times due to poor pellet formation in this buffer.

The DNA was eluted from the beads by chemical cleavage of the probe with 100 μL of tris(2-carboxyethyl)phosphine (100 mM) and Tris–HCl (200 mM) shaken at 65 °C for 15 min. NaOAc (40 μL of 5 M, pH 5), ethanol (1 mL) and water (100 μL) were added to the isolated supernatant, and the mixture held at −80 °C for 45 min. The precipitated DNA was pelleted by centrifugation at 16,000 rcf for 45 min, washed with 70 % EtOH and centrifuged again at 16,000 rcf for 30 min. The pellet was air dried and dissolved in water (20 μL). At this point the enrichment efficiency was examined by qPCR of the control sequences spiked in before pull-down. One microliter of enriched DNA was diluted tenfold, from which 1 μL aliquots were amplified with primer sets for the positive and negative controls. Comparison to a non-enriched input gave the enrichment factor (Additional file 1: Figure S9 and Additional file 3). Although the enrichment was extremely high (~54,000-fold), there will be a proportion of false-positive regions arising from the excess of non-formylated DNA in genomic context.

### Library preparation and sequencing

Sequencing libraries were generated using the NEBNext library preparation modules. Fourteen cycles of PCR amplification were performed with the Illumina PCR Master Mix and PCR Primer Cocktail. Prior to sequencing, libraries were quantified by qPCR (KAPA Biosystems) and their fragment size profile analysed by TapeStation (Agilent). Sequencing was performed on an Illumina Nextseq 500, run in paired-end mode with 100 read cycles.

### Bioinformatic analysis

Raw sequencing files and peak files can be found in the GEO under accession number GSE77447. Data were adapter and quality trimmed using trim_galore v0.4.1 (bioinformatics.babraham.ac.uk/projects/trim_galore/) using default settings. Trimmed sequencing reads were aligned to mouse genome assembly NCBIM37 (mm9) using Bowtie2 v2.2.6 using default parameters [32] and was converted to BAM format using samtools v0.1.18 [33]. Peaks were called in the SeqMonk software (bioinformatics.babraham.ac.uk/projects/seqmonk/) using the MACS peak caller [34], with a *p* value cutoff of 1 × 10^−5^ and a fragment size of 200 bp. Data manipulations were facilitated by BEDTools [35] and data analysis was performed in Seqmonk or in R version 3.1.2 [36].

### Gene Ontology

Functional annotation enrichment analyses were performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 [37].

## Abbreviations

5caC, 5-carboxylcytosine; 5fC, 5-formylcytosine; 5hmC, 5-hydroxymethylcytosine; 5mC, 5-methylcytosine; BER, base excision repair; BS-seq, bisulphite sequencing; CGI, CpG island; GAT, genome association tester; LC/MS, liquid chromatography/mass spectrometry; mESC, mouse embryonic stem cells; NPC, neural precursor cells; TDG, thymine DNA glycosylase; WT, wild type.

## Additional files

Additional file 1: Supplementary figures and supplementary figure legends. (PDF 841 kb) Additional file 2: Table S1. ENCODE datasets analysed. (PDF 53 kb) Additional file 3: Full details on spike-in control oligos.

# Supplementary material for: In vivo genome-wide profiling reveals a tissue-specific role for 5-formylcytosine
**Source:** Genome Biol. 2016 Jun 29;17:141. doi: 10.1186/s13059-016-1001-5
**Supplement:** Additional file 1: — Supplementary figures and supplementary figure legends.

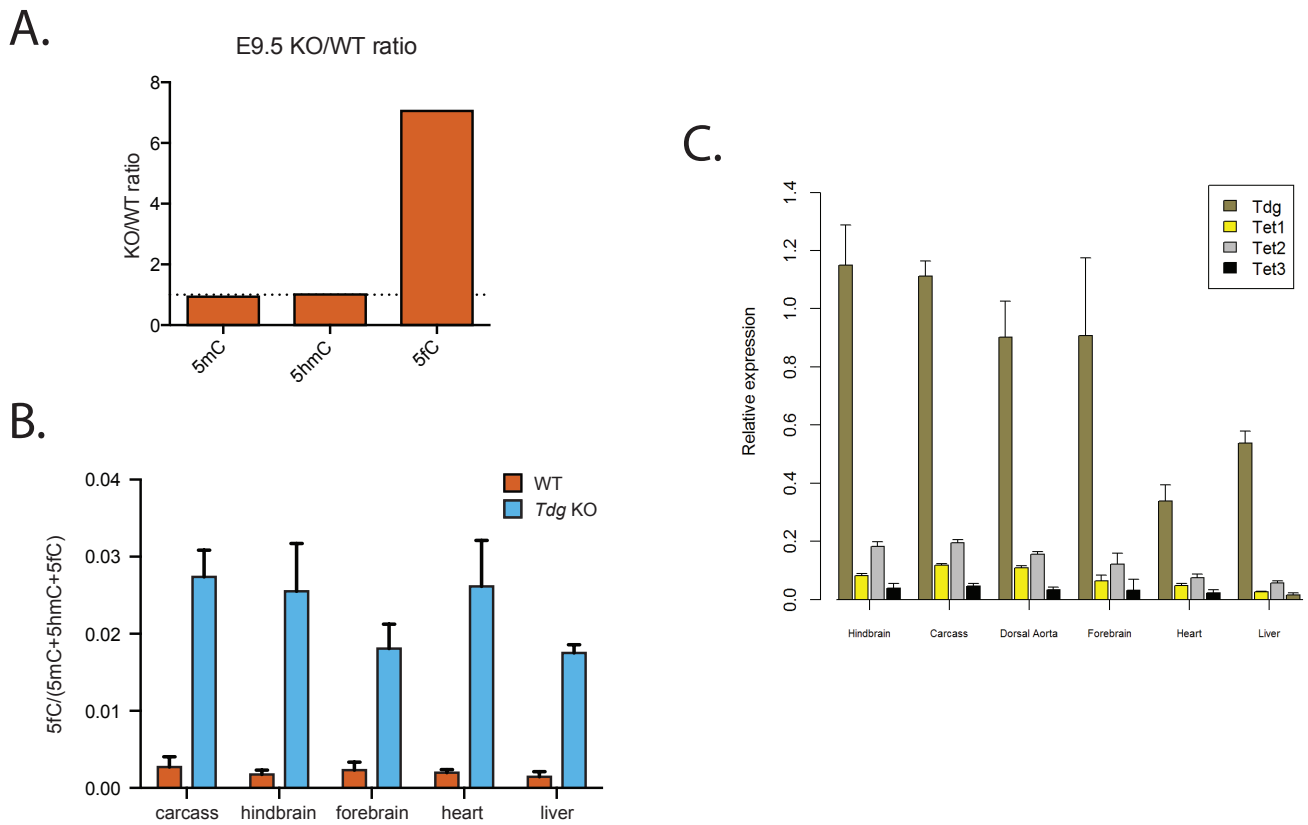

**Figure S1. (A)** Ratio of 5mC, 5hmC and 5fC levels between E9.5 WT and *Tdg* null embryos, as quantified by LC/MS. **(B)** LC/MS quantification of genomic 5fC levels in mid-gestation embryos. Displayed is average of at least three biological replicates with standard deviation. Results are expressed as ratio over all modified cytosines (5mC+5hmC+5fC). **(C)** mRNA levels for *Tdg* and *Tet* enzymes in tissues from E11.5 mouse embryos, as quantified by qPCR.

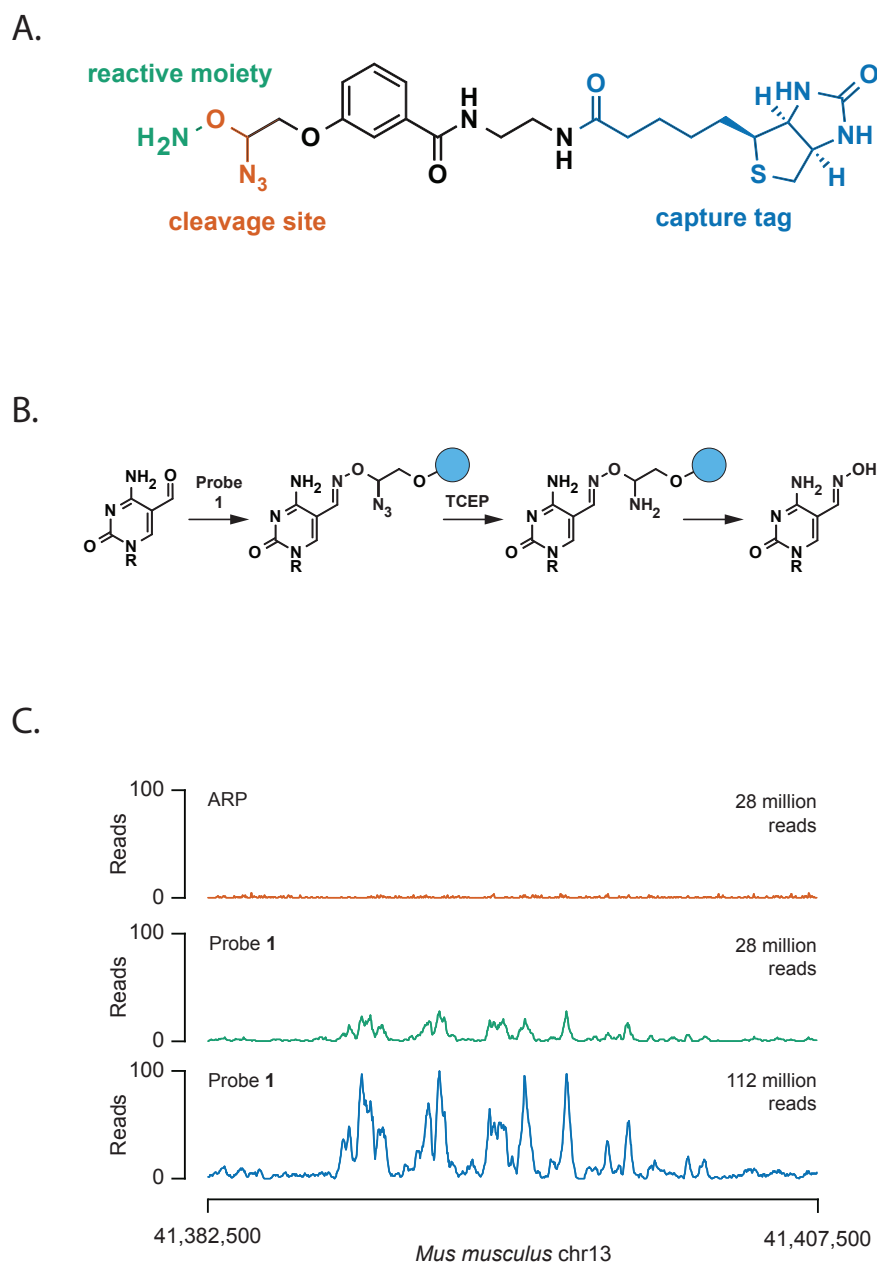

**Figure S2. (A)** The aldehyde reactive probe employed for genome-wide mapping of 5fC. Highlighted are the reactive oxyamine moiety, the azide-masked hemiaminal ether cleavage site and the biotin capture tag that enables enrichment with streptavidin-coated magnetic beads. **(B)** Scheme showing how the chemical probe may be cleaved by TCEP-mediated azide reduction. A Staudinger reduction of the azide unmasked a hemiaminal ether moiety, which spontaneously decomposes to yield 5-formyloximecytosine free from the biotin tag. **(C)** Genome browser screenshot showing improvements in signal to noise ratio using the new chemical probe for 5fC pull-down (Probe 1). Read counts are shown with a solid line. Signal to noise ratio is also improved by sequencing to a greater depth per sample.

A.

| Tissue    | wt or ko | Replicates | Litter pair |
|-----------|----------|------------|-------------|
| hindbrain | wt       | 4          | a,b,c,d     |
| heart     | wt       | 2          | e,f         |
| liver     | wt       | 2          | e,f         |
| carcass   | wt       | 2          | e,f         |
| hindbrain | ko       | 4          | a,b,c,d     |
| heart     | ko       | 2          | e,f         |
| liver     | ko       | 2          | e,f         |
| carcass   | ko       | 2          | e,f         |

B.

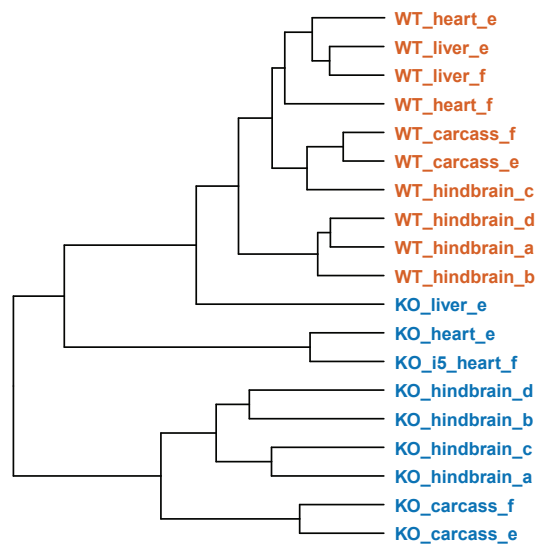

**Figure S3. (A)** Full list of tissues and biological replicates used and **(B)** unbiased hierarchical clustering of all samples.

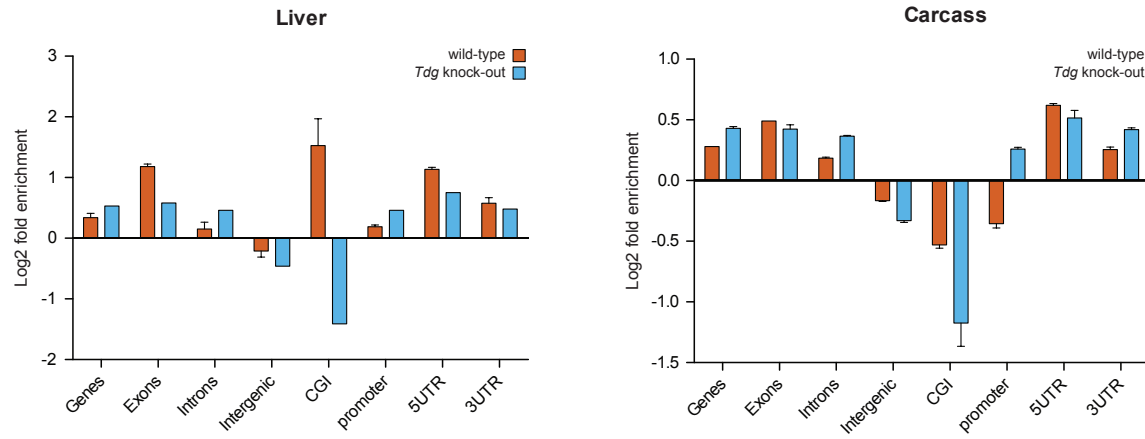

**Figure S4.** Enrichment of 5fC peaks over functional genomic features in E11.5 liver and carcass, respectively. Log<sub>2</sub> fold enrichment was calculated for each replicate individually using 10,000 randomizations in a simulation procedure implemented with the Genomic Association Tester (GAT).

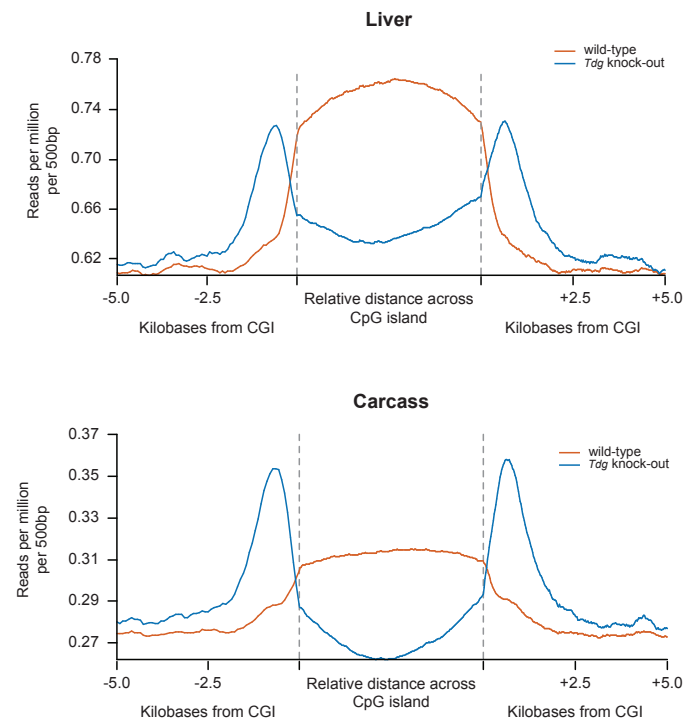

**Figure S5.** Trend plot showing 5fC profile over CpG islands ( $\pm$  5kb) in the liver and carcass, respectively.

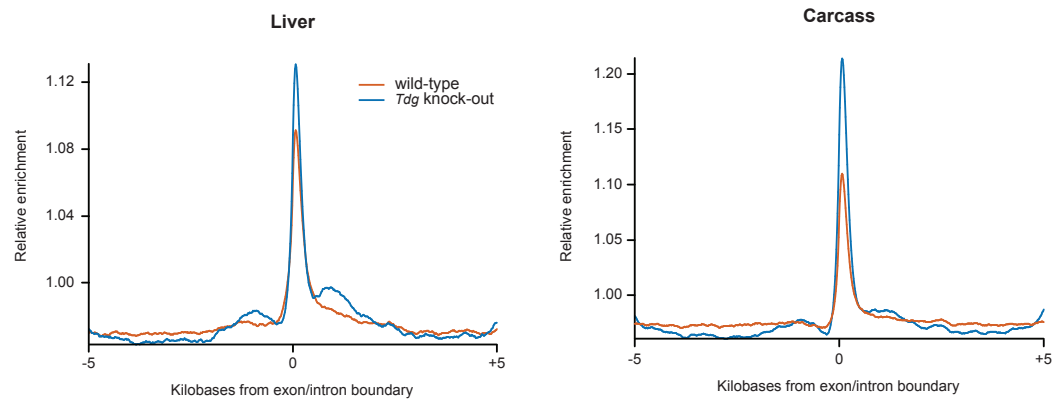

**Figure S6.** Trend plot showing 5fC profile over exon/intron boundaries ( $\pm$  5kb) in the liver and carcass, respectively.

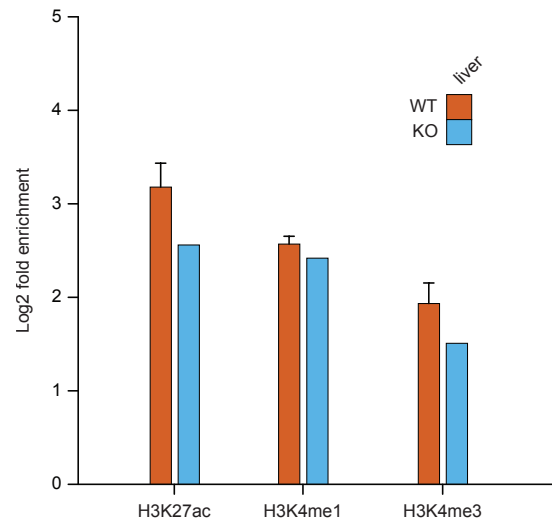

**Figure S7.** Fold enrichment of 5fC peaks in the liver over regions marked by H3K4me1, H3K4me3 and H3K27ac in the liver of E14.5 embryos. Log<sub>2</sub> fold enrichment was calculated for each replicate individually using 10,000 randomizations in a simulation procedure implemented with (GAT).

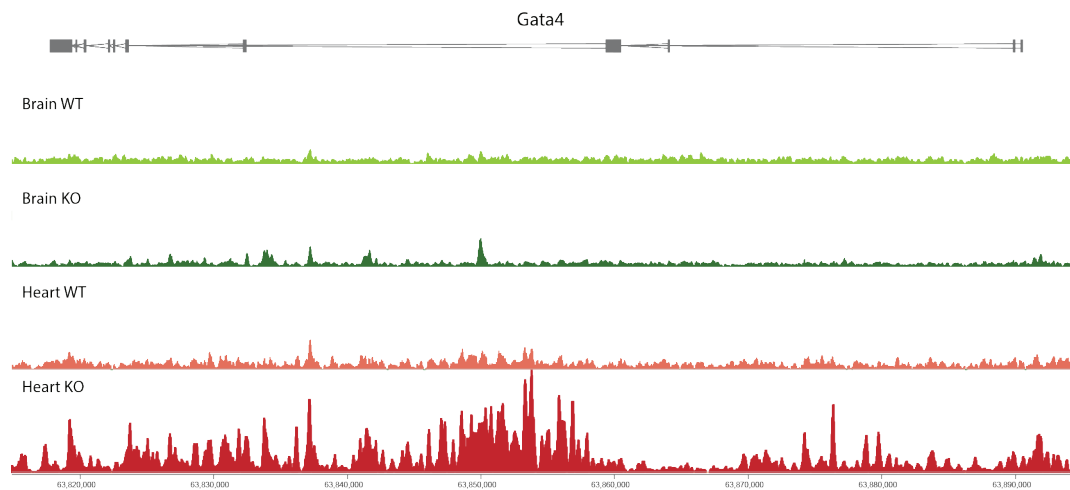

**Figure S8.** Screenshot showing signal for 5fC over the *Gata4* gene, a key factor in heart development.

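*Gata4* (ENSMUSG00000021944.8) lies on chromosome 14 of NCBIM37 from 63817759 to 63890529, on the minus strand. In *Tdg* null heart 27 peaks in litter e and 22 in litter f overlapped it and covered 52.1% and 37.1% of its length, a mean of 44.6% ± 10.6 (SD, n = 2). The longest stretch under peaks in both hearts ran from 63848201 to 63854200, in an intron. In *Tdg* null hindbrain there were 3, 2, 3 and 2 peaks in litters A, O, Q and Z, over 2.03% ± 0.38 of the gene (SD, n = 4). A stretch from 63849701 to 63850200, within the long heart stretch, was under a peak in all 4 of these hindbrains. *Tdg* null liver of litter e had 13 peaks over 18.8% of the gene, and each *Tdg* null carcass had 1. No peak was called at *Gata4* in WT heart or WT liver, nor in WT hindbrain of litters A, O and Z. WT hindbrain of litter Q had 2 peaks and each WT carcass 1. The absence of a peak does not exclude 5fC below the authors' threshold, and the excluded *Tdg* null liver library also had 0 peaks here.

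**Figure D4:**
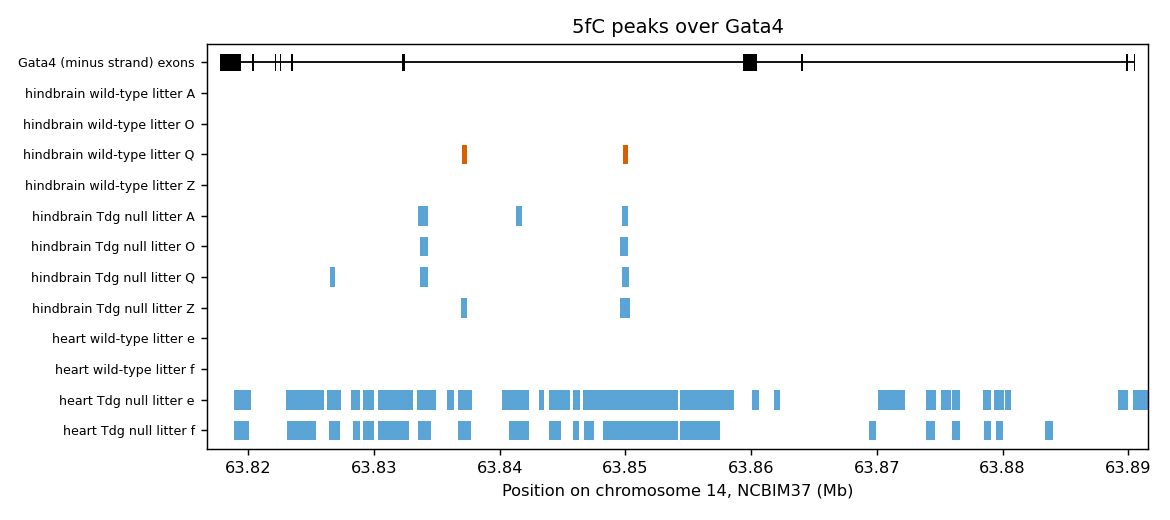
Peaks over *Gata4* in the hindbrain and heart libraries of both genotypes, with position on chromosome 14 in Mb on the x axis, 1 line per library and the exons of the gene drawn as boxes. The 2 *Tdg* null hearts carry 27 and 22 peaks, and no other library drawn carries more than 3.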

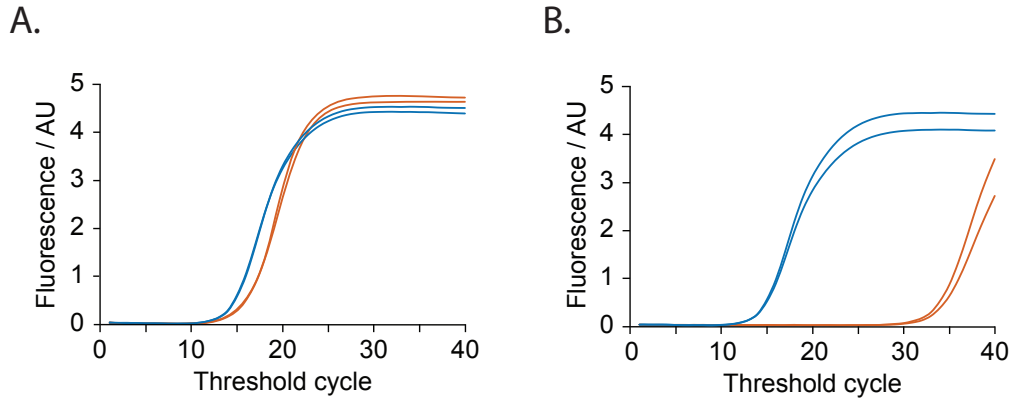

**Figure S9.** Representative enrichment quantification by qPCR. Amplification curves are colored blue for the positive control strand (containing 5fC) or red for the negative control strand. **(A)** Amplification curves for the non-enriched [input] spike-in control sequences **(B)** Amplification curves following the 5fC pull-down protocol.

Enrichment is calculated using the following equation:

$$\text{enrichment factor} = \frac{E^{C_{\text{input\_positive}} - C_{\text{positive}}}}{E^{C_{\text{input\_negative}} - C_{\text{negative}}}}$$

where E is the amplification efficiency of the control sequence, and C is the threshold cycle obtained from averaging technical replicates of the appropriate strand.

# Supplementary material for: In vivo genome-wide profiling reveals a tissue-specific role for 5-formylcytosine
**Source:** Genome Biol. 2016 Jun 29;17:141. doi: 10.1186/s13059-016-1001-5
**Supplement:** Additional file 2: Table S1. — ENCODE datasets analysed.

**Table S1.** ENCODE datasets analysed

| <b>Tissue</b> | <b>Antibody employed</b> | <b>UCSC Accession</b> |
|---------------|--------------------------|-----------------------|
| Whole brain   | H3K27ac                  | wgEncodeEM002491      |
| Whole brain   | H3K4me1                  | wgEncodeEM002492      |
| Whole brain   | H3K4me3                  | wgEncodeEM002493      |
| Whole brain   | H3K27me3                 | wgEncodeEM002725      |
| Whole brain   | H3K36me3                 | wgEncodeEM002718      |
| Heart         | H3K27ac                  | wgEncodeEM002503      |
| Heart         | H3K4me1                  | wgEncodeEM002504      |
| Heart         | H3K4me3                  | wgEncodeEM002505      |
| Liver         | H3K27ac                  | wgEncodeEM002571      |
| Liver         | H3K4me1                  | wgEncodeEM002573      |
| Liver         | H3K4me3                  | wgEncodeEM002572      |

# Supplementary material for: In vivo genome-wide profiling reveals a tissue-specific role for 5-formylcytosine
**Source:** Genome Biol. 2016 Jun 29;17:141. doi: 10.1186/s13059-016-1001-5
**Supplement:** Additional file 3: — Full details on spike-in control oligos.

## Spike-in controls

Q36: 5' to 3'; 100 bases; single 5fC incorporated during PCR with d5fCTP  
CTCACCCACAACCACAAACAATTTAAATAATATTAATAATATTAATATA  
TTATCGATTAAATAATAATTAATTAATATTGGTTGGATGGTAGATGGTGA

Q78: 5' to 3'; 100 bases; single C incorporated during PCR with canonical dNTP mix  
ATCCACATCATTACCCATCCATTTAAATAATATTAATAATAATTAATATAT  
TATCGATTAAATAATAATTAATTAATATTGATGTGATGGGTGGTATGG

The sequences for which synthetic primers are used for amplification are underlined (and therefore the Cs in the primer region do not become 5fC in Q36), sites of 5fC incorporation (Q36) or C incorporation (Q78) are in bold.

Two spike-in sequences were used to assay the efficiency of the 5fC pull-down. The Q36 sequence was a positive control, containing a single 5fC per strand, while the Q78 sequence served as a negative control and contained only canonical DNA bases.

The amplification efficiency of the two strands was checked by running dilution series over six-orders of magnitude, and was found to be 89.1% and 88.2% for Q36 and Q78 respectively, with the linear amplification range extending from 10 pg to 0.0001 pg. The controls were spiked-in at 1 pg (Q36) or 10 pg (Q78). The equation used to determine the enrichment efficiency from qPCR data (Additional File 1: Figure S9) is described as follows:

$$\text{enrichment factor} = \frac{E^{C_{\text{input\_positive}} - C_{\text{positive}}}}{E^{C_{\text{input\_negative}} - C_{\text{negative}}}}$$

where  $E$  is the amplification efficiency of the control sequence, and  $C$  is the threshold cycle obtained from averaging technical replicates of the appropriate strand.

How the deposited data were processed for this re-analysis (not part of the article)

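5fC was profiled by pull-down sequencing in hindbrain, heart, liver and carcass of E11.5 WT and *Tdg* null embryos. The data comprise 20 libraries from 12 embryos of 6 litters: 4 WT and 4 *Tdg* null hindbrains, and 2 of each genotype for heart, liver and carcass. Of these, 19 were used by the paper. The *Tdg* null liver of litter f, which the paper excluded for poor quality, was left out of every main value and is reported apart.

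The authors trimmed the reads with trim_galore, aligned them to NCBIM37 (mm9) with Bowtie2 at default parameters, processed the alignments with samtools and called peaks with the MACS caller of SeqMonk in each pull-down on its own, at a p value cutoff of 1e-05 and a fragment size of 200 bp. The deposited values are positions, the start and end of each peak in bases. They hold no read counts, heights or scores, and the use of an input library or the removal of duplicates is not named in the paper's text. Starts end in 01 and ends in 00, so the positions were read as 1-based and inclusive on a grid of 100 bp. The depth of the libraries is unknown from these positions, and the deposited reads were not used here. Intervals around shares of peaks are 95% exact Clopper-Pearson intervals and cover counting error only.

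Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. Peaks on 21 assembled chromosomes were kept. Gene features came from the GENCODE annotation of NCBIM37, and gene coordinates from a later assembly were not used here. Introns are the bases of genes outside exons, intergenic regions the bases outside genes, and promoters the 1000 bp upstream of a transcription start. CGIs were called on the unmasked sequence (at least 200 bp, GC content at least 50%, observed over expected CpG above 0.6). Stricter islands, of at least 500 bp, 55% and 0.65, numbered 10812.

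Enrichment is the log2 ratio of observed to expected peak bases in a feature, with the expectation taken per chromosome over the ungapped genome. Similarity is the Jaccard index of covered bases. Shore and boundary profiles divide the share of bases under peaks by that 4 to 5 kb away, in bins of 500 bp for islands and within 250 bp for boundaries. Tissue regions are stretches under peaks of at least 2 replicates, or under the single *Tdg* null liver library.

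Hindbrain was compared between genotypes by two-sided exact permutation tests of 4 against 4. All tissues together were compared by exact sign flips over the 6 litters, with the tissues of a litter averaged first, since heart, liver and carcass of a litter came from the same embryos. The pairing of genotypes by litter is stated by the paper, and the litters were read from Figure S3A and the labels of the embryos. It was checked on the hindbrain libraries, where the Jaccard index of a WT and a *Tdg* null library of the same litter, relative to the mean of that WT library with all 4 *Tdg* null libraries, was 1.03 on average (0.902 to 1.21). Of the 24 possible pairings the real one ranked at a one-sided exact permutation p of 0.125. These values do not show the pairing and do not rule it out. The main hindbrain tests were unpaired, with the paired test as an alternative. An exact permutation test of 4 against 4 can reach p = 0.0286, whereas exact sign flips of 4 pairs cannot go under 0.125. The unpaired tests thus leave out a pairing that the paper states.

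Lists of 25 heart genes, 24 hindbrain genes, 14 hepatocyte genes and 10 erythroid genes were written in advance, and the results of all 4 are given beside the paper's claims. A gene symbol with no match, or with more than 1 match, in the annotation was dropped. The second rule was applied after a first computation and removed 1 hepatocyte gene. The genes named are *Tdg* and *Gata4*, which the paper names for these data, and from each list the 3 genes with the most regions specific to the tissue, with ties. The result for 1 gene chosen by this rule is not reported here. The regions named are the windows the paper draws with coordinates, with *Myo3b* and *Nedd9* as the genes in them, and stretches under peaks within those windows and *Gata4*.

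The alternatives were stricter peaks (at least 600 bp, the pooled median length), merging of peaks closer than 200 bp, autosomes only, the paired or the unpaired test, each replicate or litter left out, peak midpoints in place of bases, 100 random placements, an expectation matched on GC content, stricter islands, a promoter from 2000 bp upstream to 500 bp downstream, shores of 1 kb, boundaries within 500 bp or far from transcription starts, thinning to equal numbers of peaks, other measures of overlap and linkage, other ways to combine replicates, a window of 10 kb around genes, and matching of gene lists on shared regions. Stricter islands with the GC-matched expectation were added after the results were seen. On simulated data, 20000 peaks with a planted CGI enrichment and 50000 peaks placed at random were tested as given with the feature definitions.

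Enrichment over histone marks, the gene ontology analysis, the trend plots of read density and the mass spectrometry were not analysed here, since they need data other than the peak positions.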

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

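In this part, the tests of GC content for the WT enrichment at CGIs, of GC content together with stricter islands and of islands that recur whatever the genotype were chosen only after the result was seen, and the other tests were not.

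The *Tdg* null liver library of litter f, which the paper excluded and did not analyse further, had a CGI enrichment of 1.85 on the log2 scale, while the other 9 *Tdg* null libraries lay between -1.10 and -0.26. It drew attention because its value lies on the WT side, near 1.50 and 1.82 in the 2 WT livers. It rests on 9 of 228 peaks, or 3.95% of them (95% exact Clopper-Pearson interval 1.82% to 7.36%, counting error only).

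A low number of called peaks was tested first as an explanation of the difference between genotypes at CGIs. If it were the cause, a *Tdg* null library with few peaks would be enriched like WT, and this one was at CGIs, at 1.85. That is the value that drew attention, so it cannot decide the question. In other features the library was unlike WT. Genes gave -0.88 and 5′ UTRs -1.38, where all 10 WT libraries were above 0, and intergenic regions gave 0.39, where all were below. The 5′ UTR value rests on few bases, since the library covered 0.0966 Mb and 5′ UTRs are 0.266% of the genome. Exons, at 0.04, were above 0 as in WT. The small number of peaks in WT libraries stays open as an explanation for part of the difference. The test rests on 1 library, set aside by the paper for poor quality.

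Whether GC content is the whole cause of the difference between genotypes stays open. Against an expectation matched on GC content, the mean difference over 6 litters was -0.75 and had that sign in 6 of 6 litters (two-sided exact sign-flip permutation test, p = 0.03125, the smallest p for 6 pairs). With stricter islands in addition it was 0.028, lower in 3 of 6 litters (two-sided exact sign-flip permutation test, p = 0.9375). This mean is of values of both signs, since heart and liver stayed lower in *Tdg* null embryos in 3 of 3 pairs and hindbrain was higher in 3 of 4, so it does not show that the difference is gone. All 10 WT libraries were then below 0. With the matched expectation alone, 1 of the 8 enriched WT libraries stayed above 0, and the excluded liver library fell from 1.85 to 0.39. Islands are defined in part by GC content, so matching on it can take up a true enrichment by construction. No planted enrichment was tested against the matched expectation. Whether GC content accounts for the WT enrichment as such thus stays open.

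Background peaks at CGIs in WT libraries stay open as an explanation. WT peaks at islands overlapped a *Tdg* null peak of the same tissue less often than other WT peaks did, by a median of 24.0 percentage points over 10 WT libraries. Background and a true effect of genotype cannot be told apart by this value, because depletion of islands in *Tdg* null embryos predicts the same sign. The recurrence of the same islands was tested in the excluded library. Of its 9 islands with a peak, 1 also had a WT peak, against 5.05% of all islands (one-sided exact hypergeometric test, p = 0.373), so no recurrence was detected, and with 9 islands its presence cannot be excluded. An effect of the *Tdg* genotype, the explanation the design names, also stays open. Its size was not separated from that of the number of peaks called, and no biological explanation was tested for the single excluded library.

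The covered length of *Tdg* null hindbrain in litter O was 26.03 on the log2 scale of bases, below the other 3 at 26.42 to 26.48. Its gap to the nearest of them was 0.869 of the range of the group, above Dixon's 95% critical ratio for 4 samples. It was 1 of 28 groups of libraries tested this way, and chance flags about 1 in 20 groups. The library covered 68.4 Mb with 104110 peaks. The peak intervals do not give the sequencing depth and the reads were not used here, so a difference in depth was not tested, and no biological explanation was tested.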

How the results depend on the processing

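In this part, stricter islands together with an expectation matched on GC content were chosen only after the results were seen. So was the rule for counting libraries outside the cluster of their genotype, which takes the matching of clusters to genotypes with fewer such libraries. The other alternatives, the tests and the gene lists were set before the data were examined, apart from the changes named in the other parts and the dropping of 1 gene symbol described with the processing.

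The similarity of replicates in either genotype, the exon/intron boundary difference in hindbrain, the heart gene list and the hepatocyte list kept their direction and their side of the 0.05 threshold under all their alternatives. The difference in Jaccard index ranged from 0.0452 to 0.270 in WT over the alternative measures and from 0.193 to 0.298 in *Tdg* null embryos. The boundary difference stayed without a call, at 0.02 to 0.22. The difference in the number of peaks kept its direction under every alternative, at 3.91 to 5.07 over all tissues apart from the sets without a litter. The CGI difference over litters did too under the alternatives set before, at -2.03 to -0.75. With stricter islands and the GC-matched expectation together it was 0.028 (two-sided exact sign-flip permutation p = 0.9375), lower in 3 of 6 litters, a mean of values of both signs, and the cause was not tested.

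The litter-paired test (a replicate block) left the hindbrain differences as they were, at 4.70 for the number of peaks, 5.02 for covered length, -1.81 for CGIs, 2.01 for shore minus island, 0.090 for introns and 0.24 for 3′ UTRs, but these were no longer past 0.05. This follows from its construction, since 4 pairs cannot give an exact p under 0.125. The paired test changed no other call.

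Leaving out 1 hindbrain litter at a time leaves 3 against 3, where the exact p cannot go under 0.1, and by construction it ended the same calls. The log2 difference was then 4.14 to 5.39 for the number of peaks, 4.45 to 5.72 for covered length, -2.11 to -1.44 for CGIs, 1.73 to 2.23 for shore minus island, 0.067 to 0.11 for introns and 0.21 to 0.28 for 3′ UTRs. With 5 of 6 litters, where p cannot go under 0.0625, the number of peaks gave 3.86 to 4.61 and CGI enrichment -2.03 to -1.62. Differences that were small to begin with changed sign: exons gave -0.093 to 0.0060, with the reversal without litter A, promoters -0.055 to 0.16, with reversals without litters O (-0.017) and Q (-0.055), and 5′ UTRs -0.057 to 0.21, with reversals without litters A (-0.057) and Q (-0.019). The cause was not tested.

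Matching the expectation on GC content turned the sign of many mean enrichments. Those listed below lay farther from 0 than their replicate SD before it, or had 1 library. WT heart, within that spread, also changed sign in genes (-0.057), introns (-0.067), intergenic regions (0.041) and 5′ UTRs (-0.79). In exons they became -0.22 in WT hindbrain, -0.11 in *Tdg* null liver, -0.10 in WT carcass and -0.16 in *Tdg* null carcass. In CGIs they became -0.68 in WT hindbrain, -0.092 in WT heart and -0.43 in WT liver. Promoters gave -0.49 in WT and -0.11 in *Tdg* null hindbrain, -0.56 in WT heart, -0.28 in WT and -0.0080 in *Tdg* null liver, and -0.15 in *Tdg* null carcass. The values in 5′ UTRs were -0.87 in WT hindbrain, -0.0011 in *Tdg* null hindbrain, -0.46 in WT liver, -0.062 in WT carcass and -0.094 in *Tdg* null carcass. In 3′ UTRs they were -0.22 in WT hindbrain, -0.24 in WT heart, -0.040 in *Tdg* null liver, -0.23 in WT carcass and -0.021 in *Tdg* null carcass. These reversals follow from the GC content of the features, which the matched expectation takes up by construction. The same setting brought 5 hindbrain differences past 0.05 at an exact p of 0.0286, genes at 0.12, intergenic regions at -0.12, promoters at 0.38, 5′ UTRs at 0.87 and exons, with a change of sign, at 0.24. For these differences between genotypes the cause was not tested.

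Counting peak midpoints turned the CGI value of WT carcass to 0.23 and the hindbrain exon difference to 0.10, and gave 0.12 for introns, no longer past 0.05. Introns were also no longer past it with 100 random placements (0.090), autosomes only (0.084) or stricter peaks (0.046), with exact p from 0.0857 to 0.114. Stricter peaks further turned promoters of WT carcass to 0.0072 and the hindbrain promoter difference to -0.10, and brought the 3′ UTR difference to 0.13 (exact p = 0.171). The cause was not tested. Of the mean enrichments by group, 125 further values moved by more than the spread between replicates without a change of sign that was called.

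The clustering depended on the measure of distance. With the log2 fold of overlap over chance, 13 of 19 libraries had a nearest library of the same genotype and 9 of the same genotype and tissue, and 7 lay outside the cluster of their genotype. That last number was 0 with complete linkage and 9 with the excluded liver included, against 2 in the main clustering. The cause was not tested.

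The counts of shared and specific regions followed how replicates were combined. With the union of all replicates, 97730 regions were shared as counted in hindbrain and 99774 as counted in heart, and 155972 were specific to heart. With every replicate required, 39639 were specific to hindbrain and 22615 and 22808 were shared. With stricter peaks these were 51462, 25634 and 26033. With 2 hindbrain replicates at a time, to match heart, hindbrain-specific regions numbered 48629 (A and O), 59061 (A and Q), 52271 (A and Z), 58270 (O and Q) and 57359 (O and Z), and 66071 (Q and Z), within 1.5 times the main count. Over the 6 sets that each left out 1 library, they numbered 58510 to 91373, shared regions 33558 to 73148 in hindbrain and 34023 to 74170 in heart, and heart-specific regions 77343 to 172368. The outer values of these ranges that differ most from the main counts come from leaving out the heart of litter f (58510, 73148, 74170 and 172368). Requiring fewer replicates gives more regions by construction, and for the other changes the cause was not tested.

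The hindbrain gene list, whose log2 ratio lay -1.69 from the random median, gave -0.28 when genes with at least 1 region were counted (one-sided permutation p = 0.1814, against 0.0002 to 0.0161 under its other alternatives). The erythroid list moved from percentile 59.2 to 30.8 with the union of all replicates, where 0 liver-specific regions were left near it. The liver lists rest on 5 and 2 regions from 1 library.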

Differences from the paper's values

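The paper's values below were read by eye from its bar charts and Venn diagram, to at most 2 digits. Of 64 group means of log2 enrichment, 36 differed from the reading by more than the spread between replicates or in sign, and 28 did not. Of the 36, 22 differed by less than 0.1, a limit of reading chosen after seeing the values. No test in this part was added after the results were seen, but the rule that an alternative is judged by the spread of its own replicates, where it has one, was chosen after the values were seen.

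In hindbrain (Fig. 2a, read by eye), the paper's WT value for genes was about 0.33 and the value here 0.28. Among the alternatives set before the data were examined, random placements (0.28), stricter peaks (0.36), autosomes only (0.28) and the sets without litter A (0.28) or litter Z (0.30) came within the spread of the paper's value, and the others did not. For 3′ UTRs in WT the paper's value was about 0.64 against 0.33. In *Tdg* null hindbrain the paper's values were about 0.77 for exons against 0.68, about 0.30 for introns against 0.32, about -0.30 for intergenic regions against -0.33 and about 0.66 for 3′ UTRs against 0.57. None of the alternatives set before the data were examined closed these 5 gaps. For genes in *Tdg* null hindbrain the paper's value was about 0.40 against 0.35, closed by stricter peaks (0.39) only. For CGIs in *Tdg* null hindbrain the paper's value was about -0.78 against -0.46, and stricter islands gave -0.73, within the spread, while the others did not close it.

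In heart (Fig. 2b, read by eye), the paper's value for promoters in WT was about -0.37, of the opposite sign to 0.25 here, and for CGIs in *Tdg* null embryos about -1.2 against -0.86. The expectation matched on GC content gave -0.56 ± 0.24 (SD, n = 2) for the first, within its spread of the paper's value, and no other alternative closed it. None closed the second by this rule, but stricter islands gave -1.14 ± 0.03 (SD, n = 2), within the 0.1 limit of reading. For promoters in *Tdg* null heart the paper's value was about 0.50 against 0.61, and peak midpoints (0.52) alone closed it.

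In liver (Figure S4, read by eye), the paper's WT values were about 1.2 for exons against 1.1003, which no alternative closed, and about 0.19 for promoters against 0.59, which was closed only by peak midpoints (0.45) and without the second WT library (0.42, a single library). *Tdg* null liver is a single library, so the 95% binomial interval of its main value, on the log2 scale, took the place of the SD, and it is narrow for features with many peaks. The paper's values there were about 0.53 for genes against 0.48, about 0.46 for introns against 0.48 and about -0.46 for intergenic regions against -0.49, and no alternative came within that interval, stricter peaks being nearest for genes at 0.51. For exons it was about 0.58 against 0.51, closed by peak midpoints (0.61) and stricter peaks (0.57) only. For CGIs it was about -1.4 against -1.10, closed by stricter islands (-1.35) only. For promoters it was about 0.46 against 0.53, closed by peak midpoints (0.42) and by the promoter from 2000 bp upstream to 500 bp downstream (0.47) only. For 3′ UTRs it was about 0.48 against 0.38, closed by stricter peaks (0.43) only.

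In carcass (Figure S4, read by eye), the paper's WT values were about 0.28 for genes against 0.23, about 0.49 for exons against 0.41, about 0.18 for introns against 0.21, about -0.17 for intergenic regions against -0.19, about -0.53 for CGIs against -0.18, about -0.36 for promoters against -0.090 and about 0.25 for 3′ UTRs against 0.11. In *Tdg* null carcass they were about 0.43 for genes against 0.38, about 0.42 for exons against 0.35, about 0.36 for introns against 0.38, about 0.51 for 5′ UTRs against 0.41 and about 0.42 for 3′ UTRs against 0.32. None of the alternatives set before the data were examined closed these gaps. For 5′ UTRs in WT carcass the paper's value was about 0.62 against 0.47, closed by peak midpoints (0.67) only. For intergenic regions in *Tdg* null carcass the paper's value was about -0.34 against -0.36, closed only without the library of litter e (-0.35). For CGIs it was about -1.2 against -0.91, closed by stricter islands (-1.12) and without the library of litter e (-1.03), and by no other. For promoters it was about 0.26 against 0.29, closed by peak midpoints (0.29), autosomes only (0.29) and without the library of litter e (0.27), and by no other.

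In Fig. 4b, read by eye, the paper's count of hindbrain-specific regions was about 40000 against 92748 here. It came within 1.5 times the paper's count with regions required in every replicate (39639), stricter peaks (51462), without the heart of litter f (58510) and with 2 hindbrain replicates at a time (48629 to 59061), except litters Q and Z together (66071). The other alternatives did not close it. The paper's count of shared regions was about 23000 against 38910. It was closed by regions in every replicate (22615), stricter peaks (25634), the set without the hindbrain of litter Q (33558) and 2 hindbrain replicates at a time (26111 to 30375), and by no other. Regions in every replicate came nearest to both of these counts of the paper. The gene lists were not counted with that rule.

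The paper ranks 3′ UTRs with exons and 5′ UTRs above introns and gene bodies. Here 3′ UTRs stood above introns in 6 of 10 WT and 6 of 9 *Tdg* null libraries, and the same numbers held against gene bodies. The paper describes its clustering as separating all WT from all *Tdg* null libraries and pairing replicates of a tissue. In the average-linkage clustering here the 2 WT carcasses fell with the *Tdg* null libraries, though not with complete linkage, and the 3 liver libraries were nearest to a heart library. The paper describes replicates as very alike. Between WT replicates of a tissue the Jaccard index was 0.0513 to 0.392, and 21 of 36 pairs of different WT tissues were at or above the lowest of these. The lowest pair, the WT hindbrains of litters Q and Z, covered 12.0 and 0.894 Mb, which limits the index. Between *Tdg* null replicates it was 0.415 to 0.589, and no pair of different tissues reached the lowest. The paper describes 5fC as absent from CGIs in *Tdg* null embryos, and peaks covered 1.46% to 4.64% of island bases in those libraries.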

Other observations

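In this part, the form of the test on the Y chromosome was settled only after its values were seen, and the comparison of WT peaks shared with and absent from *Tdg* null libraries was made after the test of background peaks.

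The enrichment of peaks in exons was tested against GC content. If GC content were the cause, matching on it would bring most libraries to 0 or below. With the matched expectation 9 of 19 libraries stayed above 0, from -0.43 to 0.22 with a median of -0.03. The libraries went both ways: 7 of 10 WT libraries fell to 0 or below, while 6 of 9 *Tdg* null libraries stayed above 0, 2 hearts at 0.12 and 0.17 and 4 hindbrains at 0.0025 to 0.030, as did the WT livers at 0.14 and 0.22 and the WT heart of litter f at 0.053. The 4 hindbrain values and that of the WT heart of litter f lie within the 0.0987 that randomly placed peaks reached. Some of the values below 0 do too, so the side of 0 says little for these libraries. Whether the exon enrichment follows from GC content is thus left open. The pull-down itself may favour GC-rich DNA, or 5fC may lie in GC-rich sequence, and the peak positions hold nothing that separates these.

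The CGI enrichment of WT libraries was set against the number of peaks. Over 6 WT embryos, with tissues of an embryo averaged, Pearson's r was -0.86 (exact permutation p = 0.0431, adjusted 0.0861 over 2 coefficients) and Spearman's rho -0.714 (exact permutation p = 0.136, adjusted 0.136). Without the 2 embryos farthest from the median number of peaks, r was -0.02 over the other 4. Leaving out the extremes tends to weaken r by construction. Over the 10 WT libraries r was -0.81 and rho -0.84, with no test, since the libraries of an embryo are not independent. A relation between a low number of peaks and enrichment at CGIs cannot be told apart from chance with 6 embryos, and the tissue of an embryo goes with its number of peaks.

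WT hindbrain of litter Q had 21606 peaks, the most of the 4. Its mean Jaccard index with WT hindbrain was 0.855 of that with WT carcass, and its nearest library was the WT hindbrain of litter O. With all libraries thinned to the same number of peaks the ratio was 3.86. Whether the number of peaks set it apart cannot be told from this test, because its nearest library was a hindbrain before thinning too, and thinning favours libraries with few peaks. A true difference between litters was not tested.

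Peaks on the Y chromosome were compared among the 4 embryos with several tissues used by the paper. The embryo sex was taken as the hypothesis. WT embryos of litters e and f had 44 to 48 and 22 to 44 Y peaks per tissue, and *Tdg* null embryos 1 to 2 and 0 to 10. The log2 share of Y peaks differed by 1.90 on average between tissues of an embryo and by 6.01 between embryos (one-sided exact permutation test over 92400 assignments of 11 libraries, p = 0.00468). The values are consistent with embryos of different sex in these litters. The genotype divides these 4 embryos in the same way, so it stays open too, although hindbrain varied within each genotype, with 1, 1, 63 and 1 Y peaks in WT and 1, 20, 1 and 46 in *Tdg* null embryos. The paper's text does not report the sex of the embryos.

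WT peaks that a *Tdg* null library of the same tissue overlaps and those that it does not overlap differed at CGIs. The median log2 enrichment over 10 WT libraries was 0.14 for the first kind and 2.23 for the second. With the expectation matched on GC content these were -1.2004 and -0.06. The WT hindbrains of litters A (-0.25 and -1.41) and O (-0.96 and -1.63) then went the other way.

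Shares of peaks on the X chromosome were highest in the excluded *Tdg* null liver (9.65%), the WT heart of litter e (7.82%) and the WT liver of litter f (7.00%), and between 0.7795% and 3.52% in the other 17 libraries. Peaks over 20000 bp long numbered 18. The longest, of 89100 bp, was in the WT heart of litter e. No explanation was tested for these.

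At the *Tdg* gene (chromosome 10 from 82092573 to 82113544), *Tdg* null libraries had 2, 0, 1 and 2 peaks in hindbrain, 4 and 3 in heart, 1 in liver and 2 in each carcass. WT libraries had 0 in hindbrain and heart, 1 and 0 in liver and 1 in each carcass. In the window of chromosome 2 drawn in Fig. 3a, at the start of *Myo3b*, *Tdg* null hindbrain had 5 to 8 peaks over 11.7% ± 2.01 of the window (SD, n = 4), against 0 to 1 in WT. Stretches from 69876901 to 69877500 and from 69891501 to 69892200 were under a peak in all 4. In the window of chromosome 13 drawn in Figure S2C, at the end of *Nedd9*, *Tdg* null hindbrain had 2 to 3 peaks and WT hindbrain 0, and the stretch from 41388501 to 41389600 was under a peak in all 4 *Tdg* null hindbrains.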
